# A murine model of large-scale bone regeneration reveals a selective requirement for *Sonic Hedgehog*

**DOI:** 10.1038/s41536-022-00225-8

**Published:** 2022-05-17

**Authors:** Maxwell A. Serowoky, Stephanie T. Kuwahara, Shuwan Liu, Venus Vakhshori, Jay R. Lieberman, Francesca V. Mariani

**Keywords:** Regeneration, Mesenchymal stem cells

## Abstract

Building and maintaining skeletal tissue requires the activity of skeletal stem and progenitor cells (SSPCs). Following injury, local pools of these SSPCs become active and coordinate to build new cartilage and bone tissues. While recent studies have identified specific markers for these SSPCs, how they become activated in different injury contexts is not well-understood. Here, using a model of large-scale rib bone regeneration in mice, we demonstrate that the growth factor, Sonic Hedgehog (SHH), is an early and essential driver of large-scale bone healing. *Shh* expression is broadly upregulated in the first few days following rib bone resection, and conditional knockout of *Shh* at early but not late post-injury stages severely inhibits cartilage callus formation and later bone regeneration. Whereas Smoothened (*Smo*), a key transmembrane component of the Hh pathway, is required in Sox9+ lineage cells for rib regeneration, we find that *Shh* is required in a *Prrx1-expressing, Sox9-*negative mesenchymal population. Intriguingly, upregulation of *Shh* expression and requirements for *Shh* and *Smo* may be unique to large-scale injuries, as they are dispensable for both complete rib and femur fracture repair. In addition, single-cell RNA sequencing of callus tissue from animals with deficient Hedgehog signaling reveals a depletion of *Cxcl12*-expressing cells, which may indicate failed recruitment of *Cxcl12*-expressing SSPCs during the regenerative response. These results reveal a mechanism by which *Shh* expression in the local injury environment unleashes large-scale regenerative abilities in the murine rib.

## Introduction

Some animals such as salamanders, zebrafish, and lizards are famously endowed with the ability to regenerate exceptionally large and complex skeletal structures, however humans and other mammalian vertebrates are typically only capable of healing minor skeletal injuries. For example, bone lesions in humans >1 cm^3^ are generally defined as “critical-sized” defects that will not repair without surgical intervention^1^. A notable exception is the human rib cage, which is capable of regenerating astonishingly large skeletal segments^2^. Inspired by case-reports of large-scale rib regeneration in adult humans^3–5^, our lab recently discovered that ribs of adult mice are similarly capable of regenerating unusually large skeletal segments^2,6,7^. Using this novel model, we identified the periosteum as a key source of specialized skeletal stem/progenitor cells (SSPCs) that orchestrate large-scale bone regeneration^2,6,7^. Additionally, we have shown that *Sox9-*expressing periosteal SSPCs require the Hedgehog (Hh) signaling pathway component Smoothened (*Smo*) for proper differentiation during the first few days of large-scale regeneration^7^. These results are in stark contrast to recent data showing that inhibition of Hh signaling does not prevent fracture healing^8,9^, suggesting that the scale of the injury may be a major component that determines the requirement for Hedgehog signaling.

It is now appreciated that skeletal regeneration is executed by a combination of multiple SSPC populations found locally within the periosteum, bone marrow (BM), and skeletal muscle interstitial compartments^10–16^. For example, a recent report highlights the importance of BM-derived *Cxcl12*+ stromal cells for generating chondrocytes during bone repair^13^. Following injury, most long bones regenerate through endochondral ossification whereby a cartilage callus stabilizes and reduces the fracture prior to the conversion of the cartilage callus to bone^17^. The earliest steps of injury-induced activation of SSPCs and their subsequent differentiation into a cartilage callus are not completely understood. It is clear that SSPCs from multiple tissues generate callus chondrocytes during repair^7,15,16,18^; however, it is unknown how cells within these compartments coordinate their activities in different injury contexts.

Here, we show that Sonic Hedgehog (*Shh*) is required for the full repair of large-scale bone injuries in the rib, but not small-scale fractures in mice. We find that *Shh* expression is rapidly and broadly upregulated at the site of injury in response to large-scale injury and that conditional knockout of *Shh* severely inhibits regeneration. Hedgehog signaling is especially critical during the earliest stages of regeneration, as conditional genetic knockout of *Shh* or *Smo* beginning at 5 days post injury does not affect subsequent healing. In addition, we observed a decrease in the number of *Cxcl12*+ cells in the central region of the callus of *Smo* cKO mice, which may reflect impaired recruitment of BM-derived *Cxcl12*+ SSPCs. Together, these data shed light on the selective expression and requirement of *Shh* during large-scale regeneration.

## Results

### *Shh* is expressed during early callus formation

Our previous work identified a population of periosteal resident SSPCs marked with a *Sox9:*CreER transgene that requires the Hedgehog signaling component *Smoothened* (*Smo*) for proper large-scale rib regeneration^7^. The Hh ligands that are responsible for activating *Sox9*+ SSPCs remain unclear. We therefore set out to characterize the expression of the three known Hedgehog ligands, *Desert Hedgehog (Dhh), Indian Hedgehog (Ihh)*, and *Sonic Hedgehog (Shh)*, during the early response to large-scale rib resection. Briefly, this injury model includes surgical resection of a 3 mm segment of rib bone while leaving adjacent periosteal and muscle tissues intact (Fig. 1a). Repair of this injury model in control mice results in the formation a large cartilage callus by 7 days post injury (dpi) marked by alcian blue, which is then mostly converted to bone by 14 dpi marked by alizarin red, and subsequently remodeled to the original anatomy by 4–6 weeks, indicating successful regeneration (Fig. 1a).

**Fig. 1:**
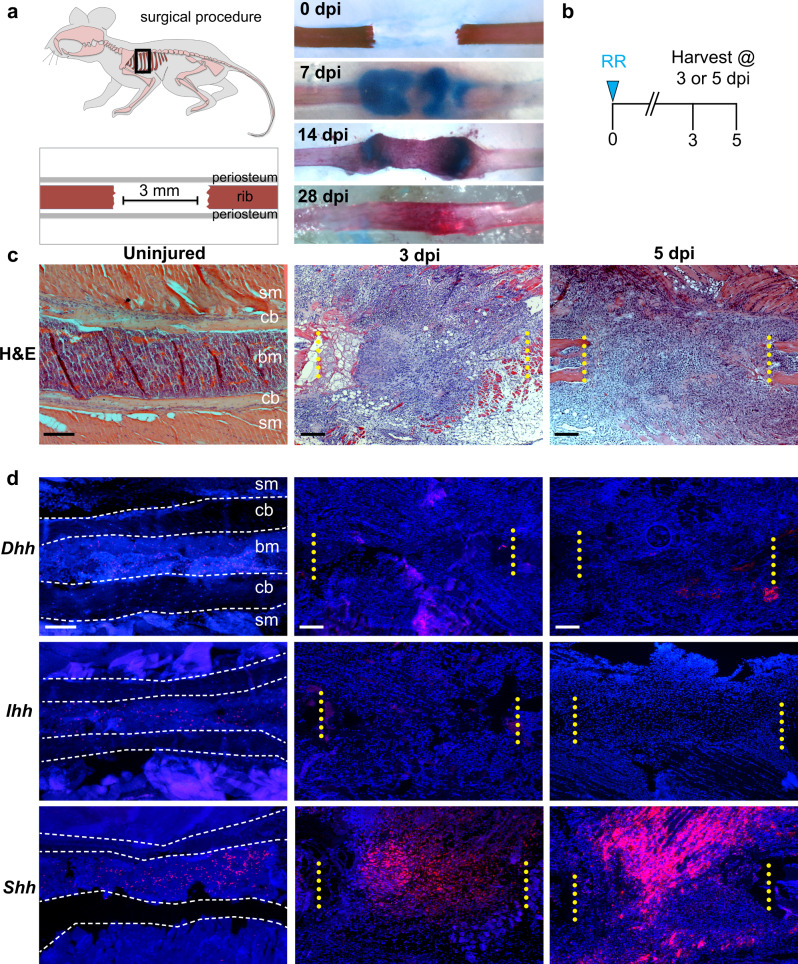
*Shh*, but not *Dhh* or *Ihh* is upregulated during early callus formation. **a** Overview of resection procedure. Briefly, a 3 mm segmental resection of rib bone is performed leaving adjacent periosteal and muscle tissues intact. Whole-mount samples are stained with alizarin red and alcian blue as indicators of mineralized bone and cartilage respectively. 0 days post injury (dpi) shows the empty resection gap. By 7 dpi, alcian blue stained cartilage bridges the gap. At 14 dpi, the cartilage callus has converted to alizarin red stained bone with some alcian blue cartilage remaining adjacent to cut sites. By 28 dpi, the callus has substantially remodeled back to the original anatomy. **b** Experimental overview. Rib resections of C57BL/6J control mice were performed at day 0 and tissues were harvested at 3 or 5 dpi for analysis in **c**. **c** Hematoxylin and eosin (H&E) staining of uninjured, 3 dpi, and 5 dpi repair calluses shows mesenchymal cells filling the resection gap prior to chondrogenesis which typically begins at 7 dpi. sm = skeletal muscle, cb = cortical bone, bm = bone marrow. Surgical cut sites are indicated with yellow dotted lines. Scale bars: Uninjured = 100 microns, 3 dpi and 5 dpi = 200 microns. **d** RNA-ISH for *Dhh*, *Ihh*, and *Shh* on histological sections harvested from an uninjured animal or at 3 dpi and 5 dpi. In uninjured animals, *Dhh* and *Ihh* are detectable at low levels in the bone marrow and in a few cells at 3 and 5 dpi. *Shh* is detectable at low levels in uninjured animals in the bone marrow but not in mature osteocytes, periosteal tissue, or adjacent skeletal muscle. *N* ≥ 2. At 3 dpi, *Shh* is strongly detected within cells located in a central region of the resection gap and modestly upregulated in the surrounding periosteal and skeletal muscle tissues, *N* = 3. At 5 dpi the central domain of *Shh* expression has expanded and intensified, *N* = 5. sm = skeletal muscle, cb = cortical bone, bm = bone marrow. Scale bars: Uninjured = 100 microns, 3 dpi and 5 dpi = 200 microns.

To characterize the expression of Hh ligands in response to injury we harvested rib tissue from day 0 (uninjured), 3 dpi, and 5 dpi animals (Fig. 1b) and performed fluorescent RNA in situ hybridization (RNA-ISH) for the expression of the three Hh ligands. At these early time points, the resection gap has already been filled in with a mixture of presumed fibroblasts, SSPCs, and other cell types, but chondrogenesis has not yet begun (Fig. 1c), suggesting that prior to 5 dpi is a key window of time for chondrogenic signaling. Similar to previous reports *Dhh, Ihh* and *Shh* are expressed in a few sparse cells at low levels within the bone marrow compartment of the uninjured rib^19–21^ (Fig. 1d) while expression in expected locations such as the testis and growth plate is strong (Supplementary Fig. 1a, b)^22–24^. However expression was not detected in the cortical bone, periosteum, and adjacent muscle. These results suggest that uninjured animals have some baseline expression of *Dhh, Ihh* and *Shh* ligands within the BM of uninjured ribs, whereas there is a minimal baseline Hh expression in the cortical bone, periosteum, and skeletal muscle compartments. At 3 dpi, *Dhh* and *Ihh* are largely undetectable within the resection gap and adjacent tissues, whereas *Shh* is prominently expressed in the central resection gap (Fig. 1d). At 5 dpi, expression of *Ihh* and *Dhh* remain undetectable within the injury site and adjacent tissues, whereas *Shh* expression has expanded and increased in intensity, creating a domain of mesenchymal cells with high *Shh* expression within the central resection gap (~94% of the cells in a region of interest within the central 1/3 of callus are *Shh*+) and adjacent skeletal muscle interstitium (Fig. 1d). In addition, low-expressing cells also can be found near the periphery, consistent with their origin from the surrounding connective tissue (~21% of the cells in a region of interest nearest the 1/3 adjacent to cut ends are *Shh*+) (Supplementary Fig. 1e).

We were surprised to find minimal expression of *Ihh* after injury, since our work previously identified *ihha* activity in large-scale regeneration of zebrafish facial bones^25^. We, therefore, sought to verify the lack of *Ihh* expression in murine rib regeneration by an independent method. To do so, we utilized *Ihh;*LacZ mice, which have a LacZ reporter cassette knocked into the first exon of the *Ihh* gene, allowing us to use LacZ activity as a readout of *Ihh* expression (Supplementary Fig. 1c)^26^. Xgal staining of these animals (Supplementary Fig. 1d) showed expression in the growth plate as expected, but no detectable LacZ expression at 3 dpi. At 7 dpi we did detect LacZ expression in large, maturing chondrocytes as expected. However, since our previous work showed that *Hh* signaling is required prior to the onset of chondrogenesis^7,25^, we determined that this *Ihh* expression in maturing chondrocytes is outside the early window required for stimulation of initial cartilage callus generation. Thus, these data provide an independent line of evidence to support the RNA-ISH data in Fig. 1 demonstrating that *Ihh* is not strongly expressed within the resection site prior to generation of the cartilage callus.

Together these data indicate that *Shh*, but not *Ihh* or *Dhh*, is expressed during the early response to a rib resection injury. Further, the domain of *Shh* expression lies predominantly within the central region of the rib resection site, where a subset of mesenchymal cells begin to upregulate *Shh* expression by 3 dpi and increase expression at 5 dpi. Thus, *Shh* is expressed at the right time and place to activate SSPC chondrogenesis during early callus formation following rib resection injury.

### *Shh* is required for callus generation and subsequent large-scale rib regeneration

To test if *Shh* if is required for regeneration, we assayed rib repair in CAGG:CreER mice in which we conditionally deleted (cKO) *Shh* globally in the animals prior to injury. To induce global *Shh* cKO in adult animals, we administered tamoxifen daily for five consecutive days prior to rib resection (Fig. 2a). We then assayed callus formation histologically at 10 and 28 dpi to assess cartilage and bone callus production, respectively. At 10 dpi, control mice (CAGG:CreER*;Shh*^flox/+^*)* generate a large, robust cartilage callus that fully spans the defect site, whereas *Shh* cKO mice show cartilage formation near the cut ends but largely fail to generate cartilage in the most central region of the injury site (Fig. 2b). At 28 dpi, control animals generate a large bone callus that fully spans the resection site, whereas the calluses of *Shh* cKO mice remain unbridged indicating a non-union and show only a modest amount of newly generated bone near the cut ends (Fig. 2b). We then used Safranin-O stained sections to blindly score regeneration outcomes as Good, Moderate, or Poor (see Methods for details regarding scoring criteria). Overall, controls largely heal well (6/8 animals), whereas *Shh* cKO animals largely heal poorly (10/12 animals). Thus, *Shh* is required for bridging cartilage callus formation and efficient bone regeneration.

**Fig. 2:**
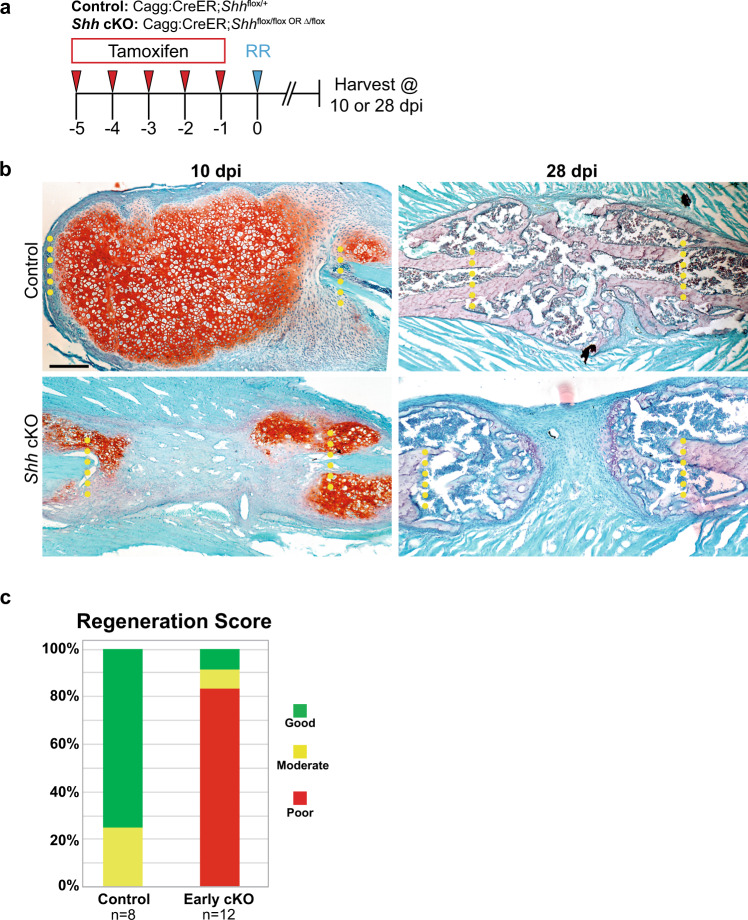
*Shh* is required for callus generation and subsequent large-scale rib regeneration. **a** Experimental overview. To evaluate knock out of *Shh* globally, Cagg:CreER;*Shh*^flox/+^ controls and Cagg:CreER*;Shh*^flox/flox^ or Cagg:CreER*;Shh*^*Δ/*flox^ experimental animals (*Shh* cKO) received tamoxifen injections on days −5, −4, −3, −2, and −1. Resections were performed on day 0 and tissue was harvested at 10 or 28 dpi to assess regeneration outcomes. **b** Safranin-O stained histological sections at 10 and 28 dpi. At 10 dpi, control animals generate calluses mainly composed of cells with chondrocyte morphology, whereas a large callus does not form in *Shh* cKO mice. Only small amounts of Safranin-O stained cartilage can be seen adjacent to the cut sites. At 28 dpi, controls have successfully converted the large cartilage callus to bone that fully spans the defect site. Global *Shh* cKO mice are similarly able to convert cartilaginous regions adjacent to the cut sites to bone, however the central portion of the callus remains undifferentiated and the injury site remains unbridged resulting in a non-union. Scale bar = 200 microns. **c** Blinded scoring of regeneration outcomes. Safranin-O stained sections were used to score regeneration outcomes as Good, Moderate, or Poor (see Methods for details regarding scoring criteria). Overall, controls largely heal well (6/8 animals), whereas *Shh* cKO animals largely heal poorly (10/12 animals). Animals from 10 and 28 dpi were pooled together for graphical representation.

### *Shh* is dispensable for large-scale rib regeneration after 5 dpi

Our RNA-ISH analysis above (Fig. 1d) demonstrates that *Shh* expression is detectable as early as 3–5 dpi, however this does not rule out an important role for *Shh* during later stages of repair, such as in promoting the proliferation and maturation of chondrocytes^27^. To test if *Shh* is required at the later time points after injury, we genetically deleted *Shh* globally using *Shh* cKO mice. In these experiments, we began 5 days of tamoxifen administration at 5 dpi (Fig. 3a). With this tamoxifen regimen, we aimed to induce a cKO of *Shh* expression after the initial wave described in Fig. 1d. We then assayed callus formation histologically at 10 and 28 dpi to assess cartilage and bone callus production, respectively. At 10 dpi, both control and *Shh* cKO mice generate a large, robust cartilage callus that fully spans the defect site (Fig. 3b). At 28 dpi, both control and *Shh* cKO animals display a bone matrix callus that fully spans the resection site (Fig. 3b). Blinded scoring of regeneration success further corroborated similar regeneration outcomes in control and Late *Shh* cKO animals where the majority of animals were scored as Good and Moderate, in stark contrast to the Early *Shh* cKO animals from Fig. 2 where the majority of animals healed Poorly (Fig. 3c). These observations are further supported by the outcome of quantifying callus skeletal tissue (Fig. 3d). Thus, while Late cKO animals do not heal as robustly as controls, these results show that *Shh* is not required to build a lesion-spanning callus when removed after 5 dpi.

**Fig. 3:**
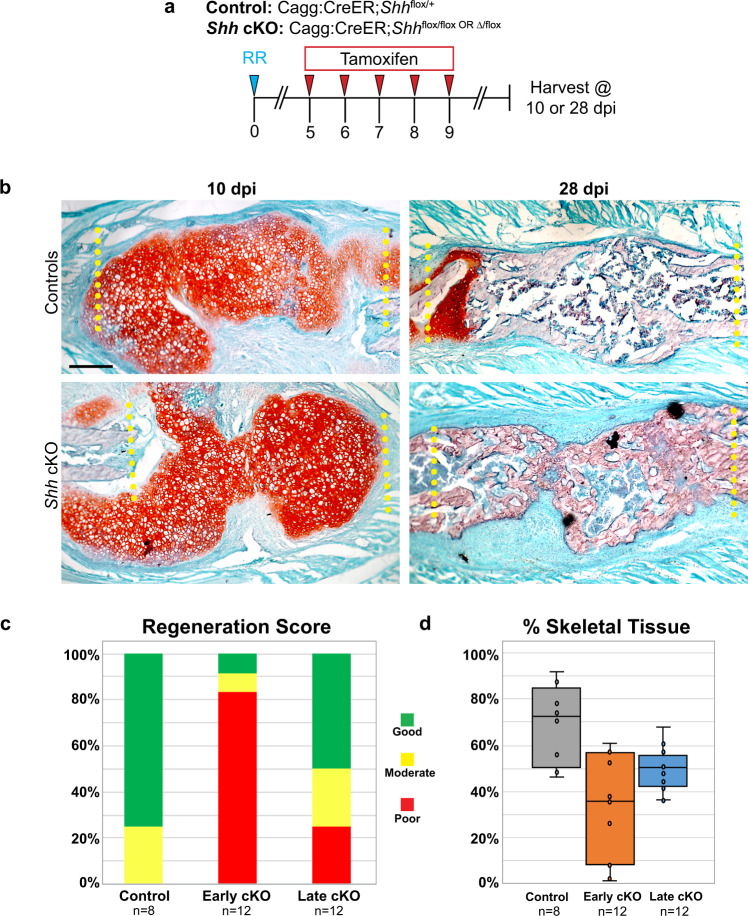
*Shh* is not required for large-scale rib regeneration after 5 dpi. **a** Experimental overview. To evaluate knock out of *Shh* globally, Cagg:CreER;*Shh*^flox/+^ controls and Cagg:CreER*;Shh*^flox/flox^ or Cagg:CreER*;Shh*^*Δ/*flox^ experimental animals received tamoxifen injections on days 5, 6, 7, 8, and 9 post injury. All rib resections were performed on day 0 and rib tissue was harvested at 10 or 28 dpi to assay regeneration outcomes. **b** Controls and experimental mice generate a large Safranin-O stained callus at 10 dpi. By 28 dpi, both genotypes have both successfully converted the cartilage callus to bone that spans the defect site. Scale bar = 200 microns. **c** Blinded scoring of regeneration outcomes. Safranin-O stained sections were used to score each animal’s regeneration outcome as Good, Moderate, or Poor (see Methods for details). Control animals (tamoxifen early and late) largely healed well and scored as Good (6/8 animals) or Moderate (2/8 animals). Early *Shh* cKO animals healed poorly (10/12 animals). Late *Shh* cKO animals mostly healed well and scored as Good (6/12 animals) or Moderate (3/12). Animals were pooled from 7, 10, and 28 dpi time points for each group. **d** Quantification analysis of skeletal tissue (% of resection filled with new skeletal tissue) was performed using samples scored in Fig. 3c. Impaired skeletal regeneration in Early *Shh* cKO animals compared to control animals is evident (−37.3%, 95% CI = [−54.0% to −20.5%]). Late *Shh* cKO largely rescues regeneration compared to early *Shh* cKO animals but does not rescue completely compared to controls (−19%, 95% CI = [−35.9 to −2.96]). See Methods for quantification details.

We also tested the timing of requirement for the Hh signaling component, *Smo*, in callus cells using two different tamoxifen regimens. In the *early* KO approach, we treated *Sox9*:CreER;*R26*:tdTomato;*Smo*^flox/flox^ animals with three doses of tamoxifen around the time of injury at −1, 1, and 2 dpi (Fig. 4a), whereas in the *late* KO approach we administered tamoxifen at 4, 5, and 6 dpi (Fig. 4b). Since *Sox9:*CreER is widely upregulated in callus cells in response to local injury^7^, both of these tamoxifen regimens broadly target many cells in the injury milieu, as indicated by the broad expression of the tdTomato lineage trace (Fig. 4c).

**Fig. 4:**
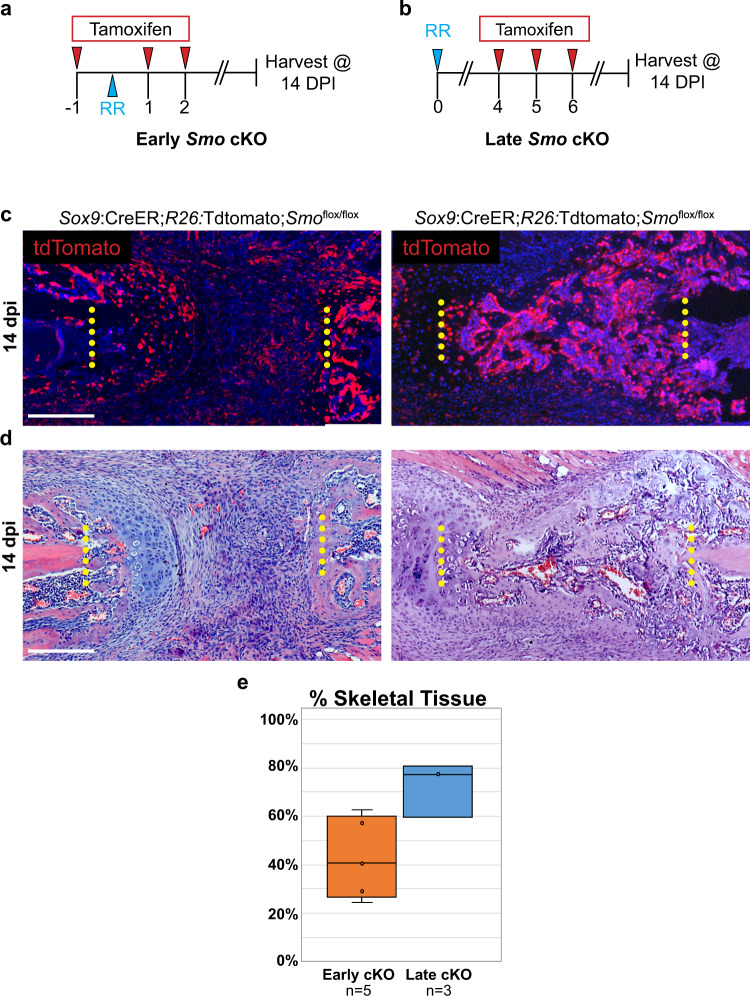
*Smo* is dispensable in callus cells after 4 dpi in a large-scale injury model. **a** To broadly knock out *Smo* in callus cells at the time of injury (“Early *Smo* cKO”), *Sox9:*CreER*;R26:*tdTomato*;Smo*^flox/flox^ animals received tamoxifen injections on −1, 1, and 2 dpi. All rib resections were performed on day 0 and tissue was harvested at 14 dpi to assay regeneration outcomes. **b** To broadly knock out *Smo* in callus cells at 4 dpi (“Late *Smo* cKO”), *Sox9:*CreER*;R26*^tdT^*;Smo*^flox/flox^ animals received tamoxifen injections at 4, 5, and 6 dpi. All rib resections were performed on day 0 and tissue was harvested at 14 dpi to assay regeneration outcomes. **c** tdTomato (tdT) reporter expression shows that *Sox9:*CreER targets the majority of the callus when tamoxifen is administered according to the scheme outlined in A and B. Scale bar = 200 microns. **d** At 14 dpi, H&E staining reveals that Early *Smo* cKO mice generate some bone and cartilage adjacent to the cut ends, but they largely fail to differentiate in the central region of the callus. Late *Smo* cKO mice generate a substantial callus that is largely composed of bone. *N* = at least three for each regimen. Surgical cut sites are indicated with yellow dotted lines. Scale bar = 200 microns. **e** Quantification analysis of H&E sections at 14 dpi reveals impaired skeletal regeneration in early *Smo* cKO animals compared to late *Smo* cKO animals (−29.9%, 95% CI = [−57.2–−2.61]). See Methods for quantification details.

To monitor healing progress we harvested tissue at 14 dpi and analyzed H&E-stained histological sections. We found that when *Smo* is removed in the early cKO group, we observed only a modest amount of new skeletal tissue generated near the cut ends, and the central portion of the resection site fails to properly differentiate (Fig. 4d), similar to global *Shh* cKO animals (Fig. 2b). In contrast, in the late *Smo* cKO animals we found that animals build a large bony callus by 14 dpi which fully spans the defect, suggesting a normal healing progression (Fig. 4d). Quantification analysis further supports the observation that early *Smo* cKO animals have reduced skeletal regeneration at 14 dpi compared to late *Smo* cKO animals (Fig. 4e).

Taken together, these results support the existence of a critical window for Hedgehog activity during the first 5 days of large-scale rib regeneration to generate a lesion-spanning callus and that loss of *Shh* or *Smo* after this window does not significantly affect early callus formation.

### *Shh* expression outside of Sox9+ SSPCs

Our previous work identified a population of periosteal resident SSPCs that can be marked with a *Sox9*:CreER transgene, and that requires the Hedgehog signaling component *Smo* for proper large-scale rib regeneration^7^. We next asked if Sox9+ lineage SSPCs are a cellular source of SHH, which in combination with our previous results, would reflect an autocrine SHH*-Smo* signaling mechanism. To test this hypothesis, we performed RNA-ISH for *Shh* on sections harvested from *Sox9*:CreER*;R26:*tdTomato double transgenic animals. To induce lineage-tracing of Sox9+ SSPCs, we administered tamoxifen to *Sox9*:CreER*;R26:*tdTomato animals for three consecutive days beginning 7 days prior to surgery and harvested rib tissue at 7 dpi (Fig. 5a). At this stage, most *Shh*-expressing cells (green) were tdTomato (tdT) negative (~96%) (Fig. 5b). We were, on occasion, able to detect a few tdT+ cells that were also expressing *Shh*, although almost all tdT+ cells were *Shh* negative (~94%). Thus, *Shh* is primarily expressed in tdT-negative cells, suggesting that the primary source of SHH is not from the Sox9+ SSPC lineage.

**Fig. 5:**
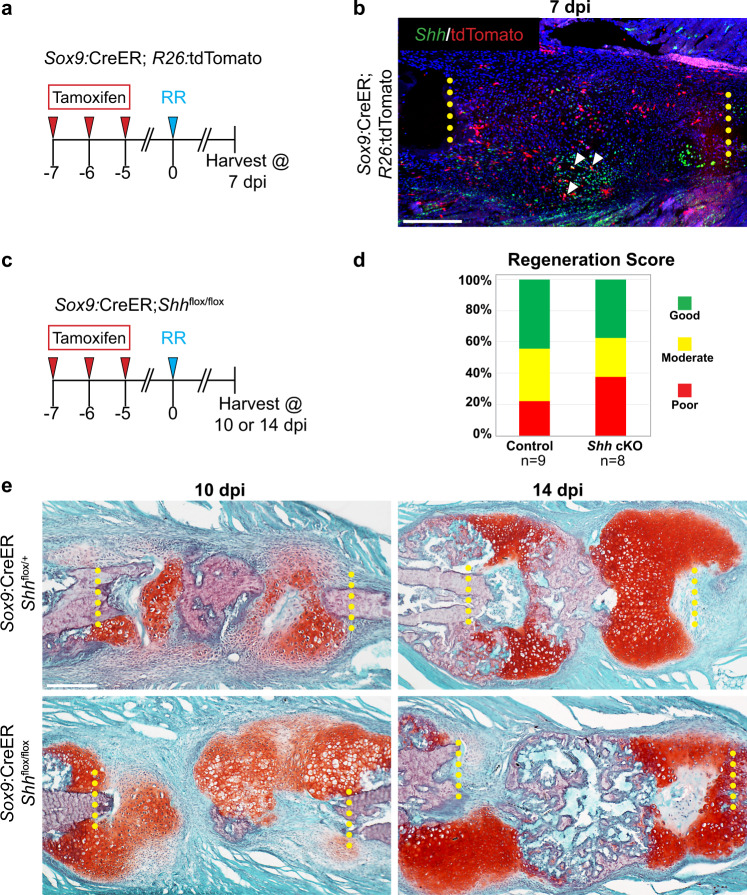
The primary source of SHH is not *Sox9*-derived SSPCs. **a** Experimental overview. To lineage-trace *Sox9*+ lineage cells, *Sox9:*CreER*;R26:*tdTomato animals received tamoxifen injections on days −7, −6, and −5. All rib resections were performed on day 0 and tissue was harvested at 7 dpi to assay *Shh* expression in **b**. **b** RNA-ISH for *Shh* (green) on histological sections at 7 dpi. Sox9+ lineage cells express tdTomato (tdT, red). *Shh* expression is strongly detected within cells located in the central resection gap and in the surrounding periosteal tissues. Although a few tdT+ lineage-traced cells express *Shh* (white arrowheads), the majority of *Shh*-expressing cells are tdT-negative. Surgical cut sites are indicated with yellow dotted lines. *N* = 3. Scale bar = 200 microns. **c** Experimental overview. To knock out *Shh* in Sox9+ lineage cells, *Sox9:*CreER*;Shh*^flox/flox^ animals received tamoxifen injections on days −7, −6, and −5. All rib resections were performed on day 0 and tissue was harvested at 10 or 14 dpi to assay regeneration outcomes. **d** Blinded scoring of regeneration outcomes. Histological sections were used to score regeneration outcomes as Good, Moderate, or Poor (see Methods for details regarding scoring criteria). Control animals largely healed well and scored as Good (4/9 animals) or Moderate (3/9 animals). Similarly, *Sox9:*CreER*;Shh*^flox/flox^ animals largely healed well (3/8 animals) or Moderate (2/8). Animals from 10 and 14 dpi were pooled for graphical representation. **e** At 10 dpi, *Sox9:*CreER*;Shh*^flox/+^ controls and *Sox9:*CreER*;Shh*^flox/flox^ mice both generate a large Safranin-O stained callus composed largely of cells with chondrocyte morphology and with the central-most portion beginning osteogenic differentiation. At 14 dpi, *Sox9:*CreER*;Shh*^flox/+^ controls and *Sox9:*CreER*;Shh*^flox/flox^ mice have large Safranin-O-stained calluses with a central region undergoing bone conversion. Surgical cut sites are indicated with yellow dotted lines. Scale bar = 200 microns.

To confirm that Sox9+ lineage SSPCs are not a critical source of SHH protein, we conditionally deleted *Shh* in *Sox9*-expressing cells using *Sox9*:CreER*;Shh*^flox/flox^ animals prior to injury and assayed rib regeneration. To induce *Shh* cKO in the Sox9+ lineage, we administered tamoxifen to *Sox9*:CreER*;Shh*^flox/flox^ animals for three consecutive days beginning 7 days prior to surgery and harvested rib tissue at 7 and 14 dpi (Fig. 5c). In both controls and *Shh* cKO animals, we observed large Safranin-O positive cartilage calluses at 7 dpi and cartilage calluses with significant regions converted to bone at 14 dpi (Fig. 5e). Blinded scoring of regeneration further corroborated a similar healing capacity of experimental animals compared to controls (Fig. 5d). These data reveal that cKO of *Shh* in *Sox9*-lineage SSPCs has no major effect on large-scale rib regeneration, consistent with the observation that the majority of *Shh* expression occurs outside of the Sox9+ lineage. Thus, Sox9+ lineage cells are not the major source of SHH protein.

### *Shh* is expressed by *Prrx1*-expressing cells and is not dependent upon the presence of Sox9+ lineage cells

To further characterize *Shh*-expressing cells, we next asked if *Shh* is expressed by mesenchymal cells vs. other cell types present after injury. Since *Prrx1* expression broadly marks mesenchymal cells following injury^28,29^, we performed double RNA-ISH for *Shh* and *Prrx1* at 5 dpi and observed cells with substantial overlap in expression (Fig. 6a). Indeed, nearly all *Shh*-expressing cells (red) are yellow due to co-expression of *Prrx1* (green) (Fig. 6a, yellow arrowheads). In contrast, some *Prrx1*-expresssing cells (green) are *Shh* negative (white arrowheads). We can also on occasion, detect *Shh*+ *Prrx1*− expressing cells (magenta arrowheads), though they are quite rare. Together these data indicate that at 5 dpi, cells expressing *Shh* are largely constrained to a subset of *Prrx1*-expressing mesenchymal cells.

**Fig. 6:**
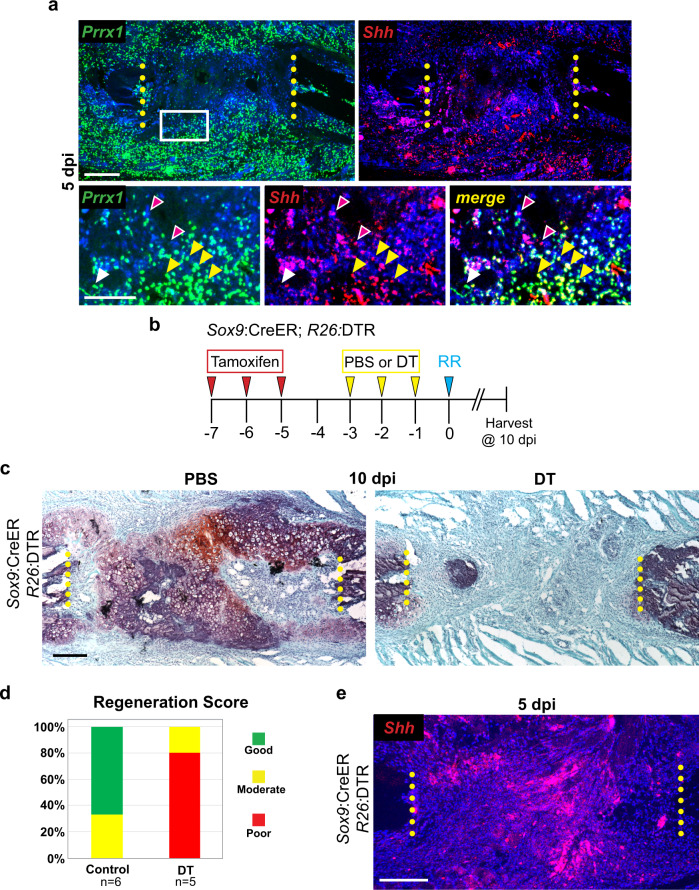
*Shh* is expressed by *Prrx1*-expressing cells and is not dependent upon the presence of Sox9+ lineage cells. **a** RNA-ISH for *Prrx1* (green) at 5 dpi shows a wide distribution of cells throughout the callus. At higher magnification Double RNA-ISH shows that *Shh* positive cells (red) co-express *Prrx1* (yellow arrowheads). Some *Prrx1*-expressing cells are *Shh* negative and vice versa (white and magenta arrowheads respectively). Surgical cut sites are indicated with yellow dotted lines. *N* = 2. Scale bars = 200 microns. **b** Experimental overview of Sox9+ cell ablation regimen. All animals received tamoxifen injections on days −7, −6, and −5. Controls included *Sox9:*CreER*;R26:*DTR animals that received PBS injections on days −3, −2, and −1 and Cre negative *R26:*DTR animals that received DT injections on days −3, −2, and −1. *Sox9:*CreER*;R26:*DTR experimental animals received DT treatment on days −3, −2, and −1. All rib resections were performed on day 0 and rib tissue was harvested at 10 dpi to assess healing progress in **c**. **c** At 10 dpi, *Sox9:*CreER*;R26:*DTR control animals treated with PBS produce a large Safranin-O stained cartilage callus. However, *Sox9:*CreER*;R26:*DTR animals treated with DT fail to build a bridging callus. Surgical cut sites are indicated with yellow dotted lines. Scale bar = 200 microns. **d** Blinded scoring of regeneration outcomes. Safranin-O stained sections were used to score each animal’s regeneration outcome as Good, Moderate, or Poor (see Methods for details). Control animals (early and late tamoxifen) largely healed well and scored as Good (4/6 animals) or Moderate (2/6 animals) whereas *Sox9*-ablation animals largely healed poorly (4/5 animals). All animals scored are 10 dpi. **e** To determine if the ablation of Sox9+ cells impacts the expression of *Shh*, RNA-ISH was performed for *Shh* expression at 5 dpi. *Shh* was still strongly detected within cells located in the central region of the resection and in the surrounding periosteal and skeletal muscle tissues. *N* = 3. Scale bar = 200 microns.

Although *Shh* does is only expressed in small subset of cells in the Sox9+ lineage SSPCs (Fig. 5b), we wondered if the expression of *Shh* in *Prrx1*-expressing cells is dependent upon the presence of Sox9+ lineage cells. We, therefore assayed *Shh* expression in animals in which Sox9+ lineage cells were selectively ablated with diphtheria toxin (DT) prior to injury^30^. To selectively ablate *Sox9*+ cells prior to injury, we generated *Sox9*:CreER;*R26*:DTR double transgenic mice. In this system, tamoxifen administration induces expression of the diphtheria toxin receptor (DTR) specifically in Sox9+ cells, rendering Sox9+ cells susceptible to subsequent diphtheria toxin (DT) exposure. To ablate Sox9+ cells prior to injury, we administered three daily injections of tamoxifen to *Sox9*:CreER;*R26*:DTR mice starting 7 days before injury. Mice were then treated with PBS (Control) or Diphtheria Toxin (DT) daily for 3 days prior to injury (Fig. 6b). Similar to our previous results where *Smo* was removed from Sox9+ lineage cells^7^, DT-treated *Sox9*:CreER;*R26*:DTR animals fail to generate a cartilage callus at 10 dpi, whereas PBS-treated animals generate large cartilage calluses (Fig. 6c). Blinded scoring of regeneration success at 10 dpi further corroborated impaired regeneration of DT-treated *Sox9*:CreER;*R26*:DTR animals vs. PBS-treated controls (Fig. 6d). To determine if *Shh* is expressed even in the absence of these Sox9+ SSPCs, we harvested tissue from DT-treated *Sox9*:CreER;*R26*:DTR mice at 5 dpi and performed RNA-ISH. At 5 dpi, *Sox9*:CreER;*R26*:DTR animals still broadly express *Shh* within the injury site (Fig. 6e) similar to wild-type animals (Fig. 1), supporting the idea that the expression of *Shh* in the local injury environment by *Prrx1-*expressing cells is independent of the presence of Sox9+ lineage SSPCs.

Together, these data provide multiple independent lines of evidence to support a model in which *Shh* is broadly upregulated in the local injury environment by Prrx1-expressing cells following large-scale rib injury and its expression is independent of Sox9+ lineage cells. Thus in large-scale rib repair, we conclude that *Shh* is required in a predominantly *Prrx1-expressing; Sox9-*negative mesenchymal population.

### Hedgehog signaling is largely dispensable for small-scale bone repair

During the above experiments, we noticed that (1) cells expressing *Shh* are predominantly found in the most central portion of the resection gap, and (2) that *Shh* and *Smo* cKO mice fail to regenerate this central region, yet still generate callus tissue adjacent to the edges of the cut rib ends (*Hh*-independent repair). We, therefore, hypothesized that *Shh* is uniquely required for regeneration in large-scale contexts in which *Shh*-independent callus production at the cut ends is insufficient to bridge the injury gap. To test this hypothesis, we created a small-scale surgical fracture in the rib bone, leaving adjacent periosteal and muscle tissues intact (Fig. 7a). In this model, a small alcian blue stained cartilage callus forms by 7 dpi, indicating an endochondral repair pathway (Fig. 7a); bridging is complete by ~28 dpi.

**Fig. 7:**
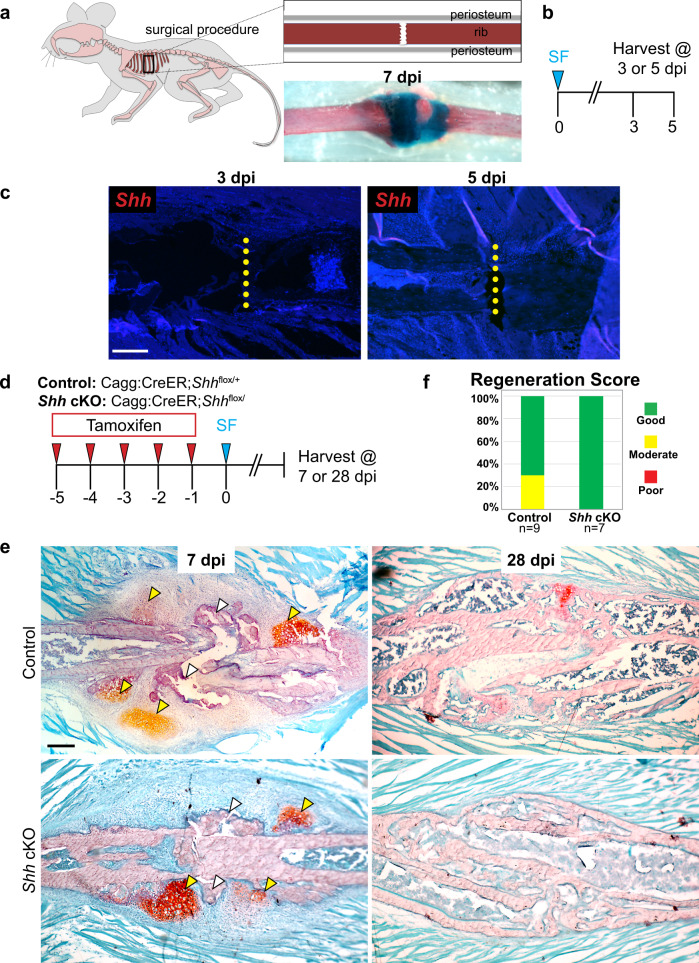
*Shh* is not required for small-scale repair. **a** Overview of surgical fracture procedure. Briefly, this injury model includes creating a surgical fracture of the rib bone. At 7 dpi, bridging of the injury site can be observed with an alcian blue stained callus. **b** Surgical fractures were performed at day 0 and tissues were harvested at 3 or 5 dpi for analysis in **c**. **c** RNA-ISH for *Shh* on histological sections of tissue harvested at 3 dpi or 5 dpi shows that *Shh* is largely undetectable at both 3 and 5 dpi. Scale bar = 200 microns. *N* = 2. **d** To evaluate knock out *Shh* globally, Cagg:CreER;*Shh*^flox/+^ controls and Cagg:CreER*;Shh*^flox/flox^ or Cagg:CreER*;Shh*^*Δ/*flox^ experimental animals received tamoxifen injections on days −5, −4, −3, −2, and −1. All surgical fractures were performed on day 0 and tissue was harvested at 7 or 28 dpi to assay regeneration outcomes. **e** At 7 dpi, controls and *Shh* cKO experimental animals generate a Safranin-O stained callus with cartilage morphology. Yellow arrowheads indicate areas where cartilage is forming while white arrowheads indicate forming bone. At 28 dpi, both controls and *Shh* cKO animals have successfully converted the cartilage callus to bone that fully spans the injury site. Scale bar = 200 microns. **f** Blinded scoring of regeneration outcomes. Safranin-O stained sections were used to score each animal’s regeneration outcome as Good, Moderate, or Poor (see Methods for details). Control animals largely healed well and scored as Good (6/9 animals) or Moderate (3/9 animals). *Shh* cKO animals also healed well and all scored as good (7/7 animals). Animals were pooled from 7 and 28 dpi time points for each group.

We first asked if *Shh* is expressed in this small-scale injury context. To assay *Shh* expression, we performed RNA-ISH for *Shh* at 3 and 5 dpi following surgical fracture. At both time points, *Shh* expression was not detectable (Fig. 7c). These data suggest that in contrast to a large-scale injury context, *Shh* is not upregulated during early callus formation in the context of small-scale bone injury.

To further determine if *Shh* is a critical mediator of small-scale bone repair, we conditionally deleted *Shh* in *Shh* cKO mice prior to surgical fracture and then assayed repair. To induce global cKO of *Shh* in adult animals, we administered tamoxifen daily for 5 days prior to injury (Fig. 7d). We then assayed callus formation histologically at 7 and 28 dpi to assess cartilage and bone callus production, respectively (Fig. 7e). At 7 dpi, both CAGG:CreER*;Shh*^flox/+^ controls and *Shh* cKO mice generated small, but notable cartilage nodules within the periosteum adjacent to the injury site. We also observed that the cut ends of both controls and *Shh* cKO animals abut each other and are bridged by newly generated irregular skeletal tissue. At 28 dpi, both control and *Shh* cKO animals generate a bone callus that fully spans the injury site, indicating successful healing in both genotypes (Fig. 7e). Blinded scoring of regeneration outcomes further corroborates similar healing progression in control and *Shh* cKO animals (Fig. 7f). Thus, *Shh* is largely dispensable for small-scale rib repair.

We next set out to determine if Hh signaling plays a major role in other small-scale repair contexts. Global cKO of *Smo* and widespread pharmacological inhibition of Hh signaling during fracture repair was previously investigated by two other groups^8,31^. A mild-moderate compromise in callus formation is reported in both studies, however mice ultimately form complete unions. As the requirement for *Shh* in Sox9+ cells couldn’t be specifically evaluated in these prior experiments, here we specifically tested if *Smo* is required in the Sox9+ lineage cells during femur fracture repair using the pre-injury tamoxifen regimen. To induce *Smo* KO in Sox9+ lineage SSPCs, we administered tamoxifen to *Sox9*:CreER*;Smo*^*flox/flox*^ animals for three consecutive days beginning 7 days prior to injury (Fig. 8a). We then induced an impact femur fracture at day 0 and harvested femur tissue at 10 and 28 dpi to evaluate cartilage and bone production, respectively. At 10 dpi in both *Sox9*:CreER*;Smo*^*flox/*+^ controls and *Sox9*:CreER*;Smo*^*flox/flox*^ animals, a large Safranin-O positive cartilage callus of similar size is evident (Fig. 8b). At 28 dpi, both controls and *Smo* KO animals have a large bony callus that completely spans the injury site (Fig. 8c). Blinded scoring of regeneration outcomes further corroborates similar healing progression in control and *Shh* cKO animals (Fig. 8d). These results suggest that Hh signaling in Sox9+ SSPCs is not required for full-union fracture repair.

**Fig. 8:**
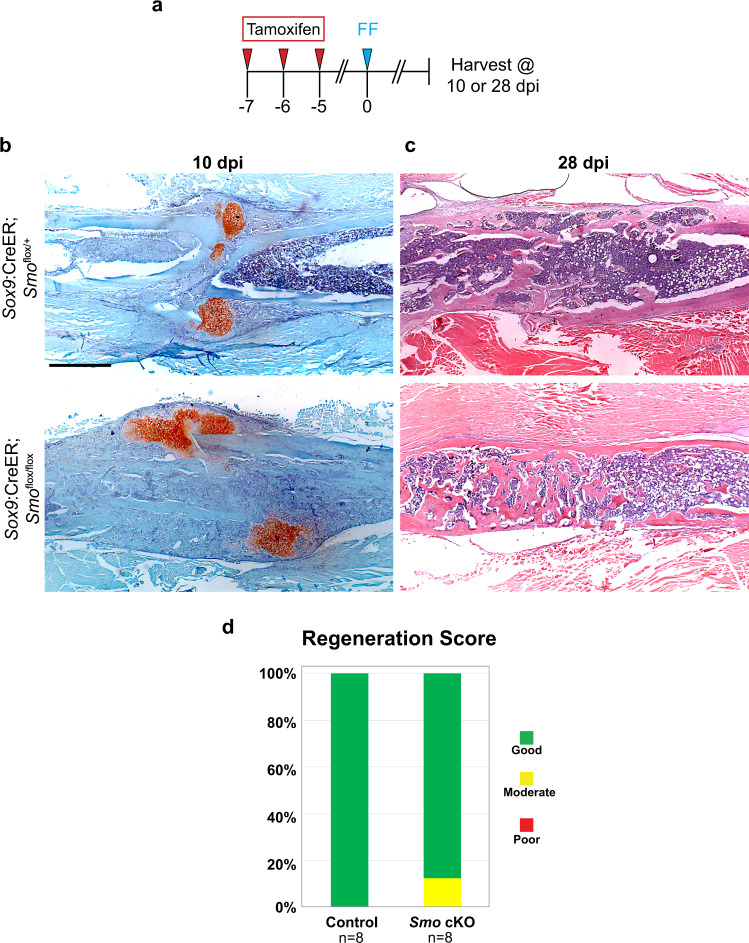
*Smo* is not required in Sox9+ lineage cells for femur fracture repair. **a** To knock out *Smo* in Sox9+ lineage cells, animals received tamoxifen injections on days −7, −6, and −5. All femur fractures were performed on day 0 and tissue was harvested at 10 or 28 dpi to assay regeneration outcomes. **b** Safranin-O stained histological sections at 10 dpi show that both *Sox9*:CreER;*Smo*^*flox/+*^ controls and *Sox9*:CreER;*Smo*^*flox/flox*^ *Smo* cKO mice generate a Safranin-O stained cartilage callus. *N* = 4. Scale bar = 1 mm. **c** H&E stained histological sections at 28 dpi. Both *Sox9*:CreER;*Smo*^*flox/+*^ controls and *Sox9*:CreER;*Smo*^*flox/flox*^ *Smo* cKO mice exhibit an injury sited bridged with bone. *N* = 4. **d** Blinded scoring of regeneration outcomes. Safranin-O (10 dpi) and H&E (28 dpi) stained sections were both used to score each animal’s regeneration outcome as Good, Moderate, or Poor (see Methods for details). Control (*Sox9*:CreER;*Smo*^flox/+^) animals all healed well and scored as Good (8/8 animals). *Smo* cKO (*Sox9*:CreER*;Smo*^flox/flox^) animals also healed well and scored as Good (7/8 animals) or Moderate (1/8 animals).

### Single-cell RNA sequencing reveals a reduction in *Cxcl12-*expressing cells when Sox9+ lineage cells do not receive a Hh signal

The experiments above, as well as our previous work, demonstrate that activation of the Hh pathway in periosteal cells is required for proper cartilage callus formation, yet how Hh activity in periosteal SSPCs ultimately orchestrates repair is unknown. To investigate this question, we used single-cell RNA sequencing (scRNAseq) to characterize the transcriptional landscape of the early repair callus in controls (*Sox9*:CreER*;R26:*tdTomato;*Smo*^*flox/*+^*)* vs. Sox9+ lineage *Smo* knockout (cKO) animals (*Sox9*:CreER*;R26:*tdTomato*;Smo*^*flox/flox*^*)* (Fig. 9a). 

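For the scRNAseq comparison, the callus cells of 3 animals per genotype were pooled, so that each genotype is represented by 1 library, from 3 mm rib resections. The authors aligned the reads to mm10 with Cell Ranger and deposited raw counts of unique molecular identifiers (UMIs) for each gene and cell, without normalization. The control library held 10747 cells with 105367110 UMIs and a median of 7743 UMIs per cell. The *Smo* cKO library held 10512 cells with 112700220 UMIs and a median of 7702.5 UMIs per cell. Cells with fewer than 200 or more than 2000 detected genes, and cells with over 10% of their UMIs on mitochondrial genes, were left out, as in the paper's methods. More than 2000 genes were detected in 54.4% of the control cells and in 53.9% of the *Smo* cKO cells. After these filters, 4223 control cells with a median of 2760 UMIs and 3859 *Smo* cKO cells with a median of 2987 UMIs were analyzed. Because so many cells lay above the upper gene limit, results are also given without it, for 10057 control cells and 9507 *Smo* cKO cells. With 1 library per genotype there are no replicates and no difference between the genotypes could be tested. All 95% intervals cover the counting error of these libraries only. The deleted gene, *Smo* (ENSMUSG00000001761, chromosome 6 of GRCm38, 29735503 to 29761365), had 122 UMIs in the control and 51 in the *Smo* cKO cells with a connective tissue profile, or 18.2 and 15.4 CPM, a log2 ratio of −0.24 (interval −0.74 to 0.24). Without the upper gene limit, *Smo* had 1615 and 1005 UMIs in these cells, a log2 ratio of −0.66 (interval −0.77 to −0.54). It was then also lower in cells with a muscle profile, at −0.94 (interval −1.31 to −0.57), so the fall was not confined to connective tissue cells. Cells with a hematopoietic or endothelial profile had −0.66 (interval −1.57 to 0.24) and −0.75 (interval −2.25 to 0.66). The UMIs were counted over the whole gene, and so do not separate transcripts of the deleted allele from others.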

To induce *Smo* cKO, we administered tamoxifen to *Sox9*:CreER*;R26:*tdTomato*;Smo*^*flox/flox*^ for three consecutive days beginning 7 days prior to surgery and collected fresh, dissociated callus cells at 4 dpi, and performed scRNAseq using the 10x Genomics Chromium platform (Fig. 9b). We chose 4 dpi as it is within the critical window for Hh activation. UMAP visualization identified ~17 transcriptional cell states broadly representing the major cell types expected, including connective, endothelial, hematopoietic, and muscle cells (Fig. 9c, Supplementary Fig 2).

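The 8082 cells that passed the filters were merged without integration and clustered by the Louvain method at the resolution of 0.4 that the methods state, which gave 15 clusters. With other settings the number lay between 13, at resolution 0.2, and 19, at resolution 0.8 or with an upper limit of 6000 genes or none. Each cluster was named from lists of marker genes. Connective-like cells formed 3 clusters, hematopoietic-like cells formed 9, and endothelial-like, muscle-like and epithelial-like cells formed 1 each. Connective-like cells were 39.3% of the control cells (1661 cells, 95% Clopper-Pearson interval 37.9% to 40.8%) and 25.3% of the *Smo* cKO cells (978 cells, 24.0% to 26.7%). Hematopoietic-like cells were 55.6% of the control cells (54.1% to 57.1%) and 68.0% of the *Smo* cKO cells (66.5% to 69.5%). Most of these were named macrophage or monocyte, at 31.5% of the control cells and 43.4% of the *Smo* cKO cells. Muscle-like cells were 3.60% and 5.21%, and endothelial-like cells were 1.26% and 1.24%, of the control and *Smo* cKO cells. The epithelial-like cluster held 8 cells of each library. Without the upper gene limit, connective-like cells were 66.4% of the control cells and 58.0% of the *Smo* cKO cells, in 7 of 19 clusters.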

**Fig. 9:**
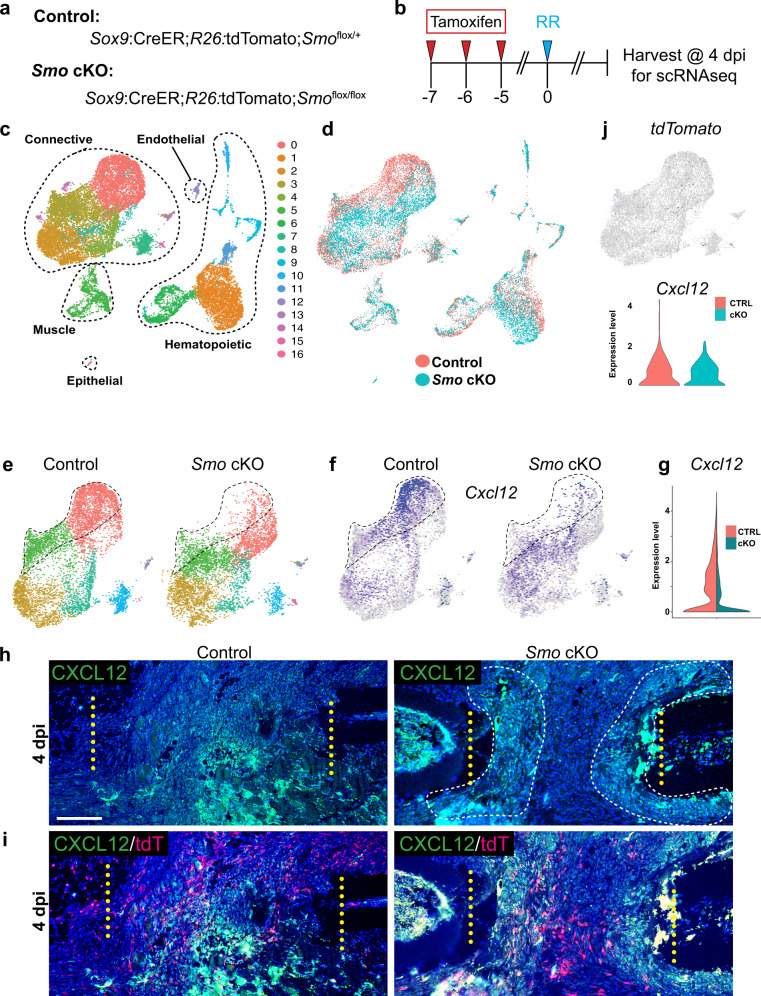
Activation of Sox9+ lineage cells by Hh signaling is required for *Cxcl12* expressing cells to populate the early callus. **a** Mice used for single-cell RNA sequencing (scRNAseq) included *Sox9:*CreER*;Smo*^*flox/+*^ (controls) and *Sox9*:CreER;*Smo*^flox/flox^(*Smo* cKO) animals. **b** To knock out *Smo* in *Sox9*+ lineage cells, animals received tamoxifen injections on days −7, −6, and −5. Rib resections were performed at day 0 and callus tissue was harvested for scRNAseq at 4 dpi. **c** UMAP visualization identified 17 transcriptional cell states broadly representing the major cell types expected, including connective, endothelial, hematopoietic, and muscle cells. **d**, **e** UMAP visualization reveals a shift in connective tissue cluster 0 cells between control and *Smo* cKO animals. **f** Feature plot identifies *Cxcl12* as marker of cluster 0 that is depleted in *Smo* cKO compared to control animals. **g** Violin plot of control vs. *Smo* cKO animals reveals decreased expression of *Cxcl12* in cluster 0 of *Smo* cKO animals. **h** An IF assay for CXCL12 in control vs. *Smo* cKO animals reveals a reduction of cells expressing CXCL12 in *Smo* cKO animals and their spatial restriction to the region adjacent to the cut ends (white dotted lines). *N* = 2 for each genotype. Scale bar = 200 microns. **i** Immunofluorescence assay for CXCL12 expression combined with imaging for the Tdtomato lineage trace of Sox9+ cells in control vs. *Smo* cKO animals reveals that CXCL12-expressing and Sox9+ lineage cell populations appear quite distinct, as minimal overlap between the tdTomato and CXCL12 signal is observed. *N* = 2 for each genotype. **j** Feature plot shows that cells expressing *tdTomato* do not strongly correlate with those expressing high levels of *Cxcl12*, suggesting these populations are distinct. A violin plot of sub-setted tdTomato+ cells shows similar *Cxcl12* expression levels between control and *Smo* cKO animals.

To assess the activity of SSPCs, we specifically compared the cluster of connective-type cells from control vs. *Smo* cKO animals and revealed a dramatic shift in Cluster 0 cells upon *Smo* deletion (Fig. 9d, e). 

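The counterpart of Cluster 0 here was the connective-like cluster with the most cells, found without *Cxcl12* and the other genes named by the paper among the variable genes. It held 1024 control cells and 375 *Smo* cKO cells, and *Ptx3*, *Sfrp4*, *Eln* and *Col14a1* were among the genes that most set it apart from the other clusters. The cluster contained 61.6% of the control connective-like cells (95% Clopper-Pearson interval 59.3% to 64.0%) and 38.3% of the *Smo* cKO connective-like cells (35.3% to 41.5%), a difference of −23.3 percentage points (Newcombe interval −27.1 to −19.4). A connective-like cluster with *Col11a1*, *Ptn*, *Aspn* and *Fmod* among its top genes went the other way, with 208 control cells and 381 *Smo* cKO cells. The remaining connective-like cluster, with *Tnc*, *Timp1* and *Loxl2* among its top genes and a median of only 638 UMIs per cell, had 429 control cells and 222 *Smo* cKO cells. The share of the largest connective-like cluster depended on how the cells were grouped. With 15 in place of 30 principal components (PCs), the largest connective-like cluster was another grouping, of 611 control and 676 *Smo* cKO cells. It held 36.7% of the control and 68.6% of the *Smo* cKO connective-like cells, an opposite direction that does not describe the same cells. At resolution 0.2 the difference was 3.32 percentage points, with an interval from −0.092 to 6.64. When cells with over 2000 genes were kept, the largest connective-like cluster was also the largest of all clusters, with 4251 cells, and contained 40.7% of the control and 27.8% of the *Smo* cKO connective-like cells.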

As cluster areas largely overlapped between control and *Smo* cKO contexts, the shift in the Cluster 0 grouping is likely biological and not a technical batch effect (Fig. 9d). 

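The overlap of the libraries was measured as the share of each cell's 30 nearest neighbors in the space of 30 PCs that came from its own library, beside the share that the mix of libraries in its class would give. For connective-like cells, 70.0% of the neighbors came from the same library, against 53.3% by composition, an excess of 16.7 percentage points. For hematopoietic-like cells, the same-library share was 66.0% against 50.2% by composition, an excess of 15.8 percentage points. The excess was 2.71 percentage points for muscle-like cells and 2.81 for endothelial-like cells. The excess for connective-like cells was thus 0.89 percentage points above that for hematopoietic-like cells, and with 15 PCs it was 1.11 percentage points below it, so that the 2 classes were about alike. With no upper gene limit, the excess was 24.6 percentage points for connective-like cells and 16.1 for hematopoietic-like cells, a difference of 8.53. After integration of the libraries by Seurat's reciprocal PCA, it was 11.1 and 5.26.

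**Figure D1:**
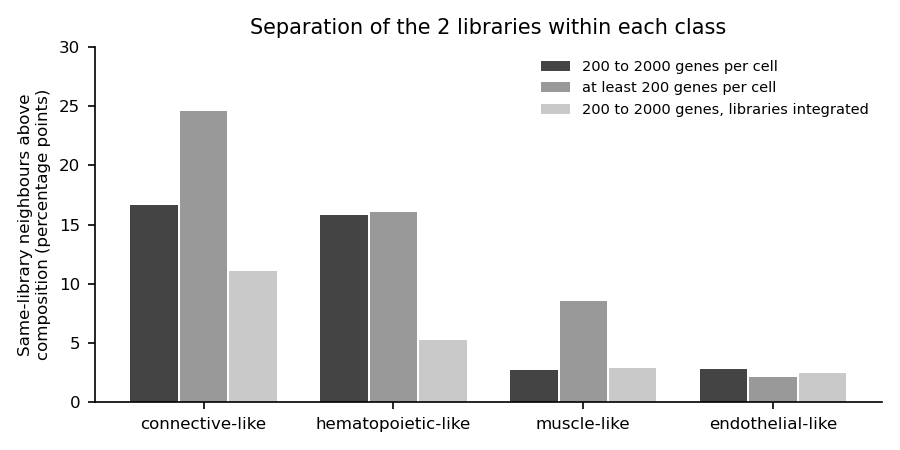
Excess of same-library neighbors over the share given by the composition of each class, in percentage points (vertical axis), for the 4 classes of cells (horizontal axis). Bars are the cells with 200 to 2000 genes, all cells with at least 200 genes, and the cells with 200 to 2000 genes after integration; the excess for connective-like cells is 16.7, 24.6 and 11.1.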

We next investigated the genes that best distinguish control vs. *Smo* cKO Cluster 0 cells and determined that *Cxcl12* is expressed highly in large number of Cluster 0 cells in the control context, but the number of cells expressing *Cxcl12* within this cluster is severely reduced in the *Smo* cKO context (Fig. 9f, g). 

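*Cxcl12* (ENSMUSG00000061353) lies on chromosome 6 of GRCm38 from 117168535 to 117181367. In the largest connective-like cluster, 2406 UMIs in the control and 245 UMIs in the *Smo* cKO library gave 436 and 141 CPM, a log2 ratio of −1.63 (interval −1.83 to −1.44). At least 1 UMI of *Cxcl12* was found in 52.4% of the control and 28.5% of the *Smo* cKO cells of this cluster, at median depths of 5742 and 4946 UMIs. Over all connective-like cells, *Cxcl12* was at 378 CPM in the control and 120.5 CPM in the *Smo* cKO library, a log2 ratio of −1.65 (interval −1.80 to −1.50). To compare shares of cells at equal depth, each cell was thinned at random to 1000 UMIs and cells with fewer were left out. *Cxcl12* was then detected in 21.1% of 1272 control connective-like cells (95% Clopper-Pearson interval 18.9% to 23.4%) and 10.6% of 781 *Smo* cKO connective-like cells (8.55% to 13.0%), a difference of −10.4 percentage points (Newcombe interval −13.5 to −7.25). In thinned hematopoietic-like cells, taken as the background of free RNA, it was detected in 1.16% and 0.699%. Before thinning, the median depths were 4515 and 3236 UMIs for connective-like cells and 2317 and 2833 UMIs for hematopoietic-like cells.

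The other connective-like clusters had log2 ratios of −0.30 (interval −1.15 to 0.52) and −0.10 (interval −0.50 to 0.30), so that no difference was detectable in them. Without the upper gene limit, all connective-like cells had 163 and 108 CPM, a log2 ratio of −0.59 (interval −0.63 to −0.55), while the largest connective-like cluster had 334 and 113 CPM, a log2 ratio of −1.56 (interval −1.63 to −1.49). The connective-like clusters next in size then had log2 ratios of 0.39 (interval 0.30 to 0.47) and 0.08 (interval 0.01 to 0.15). With 15 PCs, the log2 ratio in the largest connective-like cluster was −0.82. Of 2527 genes with at least 50 CPM in connective-like cells of at least 1 library, 78 were at least 2-fold higher and 14 at least 2-fold lower in the *Smo* cKO library. The median gene had a log2 ratio of 0.12, and scaled by the median gene ratio the counts were 54 higher and 24 lower. Without the gene limit, 19 genes were higher and 4 lower, of which 13 and 2 were among the 78 and the 14. *Cxcl12* had the fifth lowest ratio of 2424 ranked genes, after *Serpina3n* (log2 ratio −2.67), *Hp* (−2.67), *Steap4* (−1.97) and *C3* (−1.69). The highest ratios were those of *Ccl4* (3.13), *Isg15* (2.37), *Tnmd* (2.25), *Ibsp* (1.98) and *Bglap2* (1.95). Without the upper gene limit, the log2 ratios of these 5 genes were 1.57, 3.68, 0.72, 0.55 and 0.56, and those of the 4 lowest were −2.66, −2.53, −1.64 and −2.13. *Serpina3n* and *Bglap2* belong to families of closely similar genes, among which the counting could have split reads. *Ccl4* was at 648 and 1247 CPM in hematopoietic-like cells, against 9.09 and 79.7 CPM in connective-like cells, so free RNA is not excluded as its source, and *Bglap2* UMIs came from only 0.903% of the control and 1.74% of the *Smo* cKO connective-like cells.

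**Figure D2:**
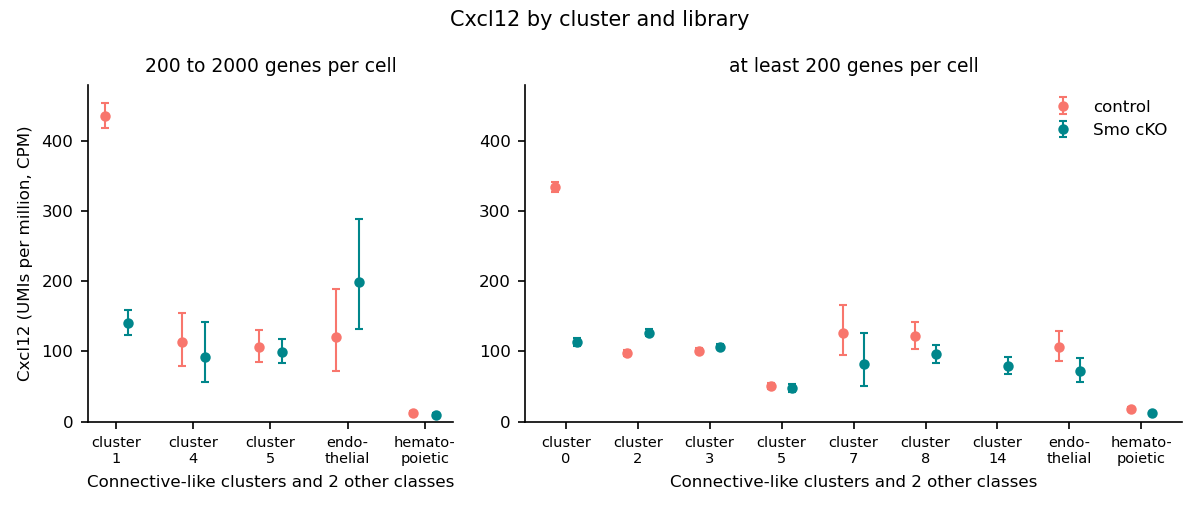
*Cxcl12* in CPM (vertical axis) for each connective-like cluster and for endothelial-like and hematopoietic-like cells (horizontal axis), in the control and *Smo* cKO libraries, with 95% counting intervals. Left, cells with 200 to 2000 genes; right, all cells with at least 200 genes, where cluster 14 has no control cell. The libraries differ most in the largest connective-like cluster of each panel, at 436 against 141 CPM and at 334 against 113 CPM.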

High *Cxcl12* expression has been observed in bone-marrow stromal cells that can adopt an SSPC-like state in response to injury and subsequently be recruited to generate chondrogenic and osteogenic cells of the repair callus^13^. 

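Cells were counted as *Cxcl12*-high where the normalized level, ln(1 + UMIs per 10000), was above 2. Of the connective-like cells, 222 of 1661 in the control library (13.4%, 95% Clopper-Pearson interval 11.8% to 15.1%) and 57 of 978 in the *Smo* cKO library (5.83%, 4.44% to 7.49%) were *Cxcl12*-high, a difference of −7.54 percentage points (Newcombe interval −9.70 to −5.27). Of the hematopoietic-like cells, 11 of 2349 and 5 of 2624 were. In the control library, 84.2% of the *Cxcl12*-high connective-like cells lay in the largest connective-like cluster. *Cxcl12*-high cells were 18.3% of the control cells of that cluster (15.9% to 20.8%) and 6.67% of its *Smo* cKO cells (4.36% to 9.68%). In cells of low depth a single UMI is enough to pass the level, and in the connective-like cluster of lowest depth 7.69% of the control and 7.21% of the *Smo* cKO cells passed it. At a level of 1.5, the difference over all connective-like cells was −12.0 percentage points. Without the upper gene limit, 475 of 6681 control cells (7.11%, 6.50% to 7.75%) and 133 of 5518 *Smo* cKO cells (2.41%, 2.02% to 2.85%) were *Cxcl12*-high, a difference of −4.70 percentage points.

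**Figure D3:**
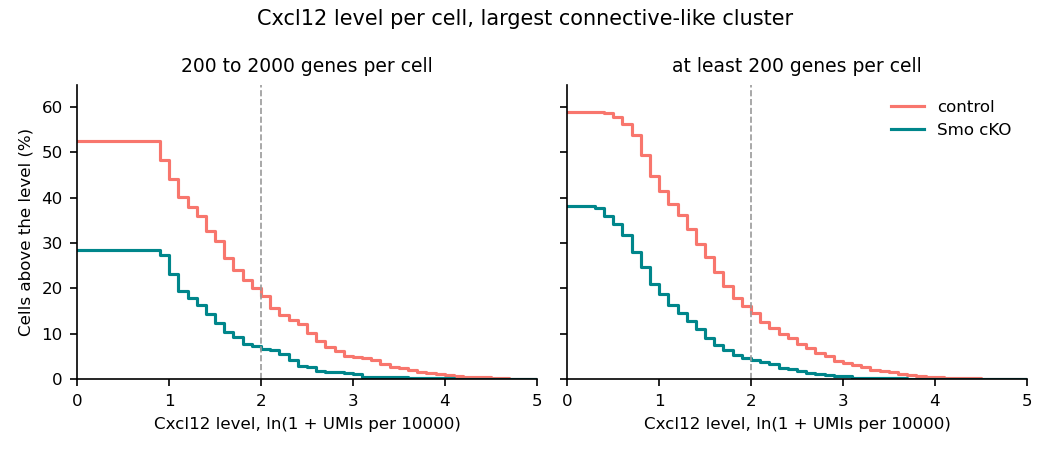
Percent of the cells of the largest connective-like cluster (vertical axis) whose *Cxcl12* level, ln(1 + UMIs per 10000), is above each value of the horizontal axis, in the control and *Smo* cKO libraries; the dashed line is the level of 2. Left, cells with 200 to 2000 genes; right, all cells with at least 200 genes. At the dashed line the control is at 18.3% and 14.7% and the *Smo* cKO at 6.67% and 4.17%.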

*Cxcl12*-high expressing cells are notably lacking in *Smo c*KO mice, suggesting that *Smo* activity in *Sox9*+ periosteal SSPCs may be required to recruit these *Cxcl12*-expressing bone marrow cells into the repair callus.

To evaluate the expression of *Cxcl12* within control and *Smo* cKO contexts, we performed an immunofluorescence assay for CXCL12 at 4 dpi in control vs. *Smo* cKO animals. In control animals, we observe a broad distribution of *Cxcl12-*expressing cells throughout the callus, with the highest expressing cells located in the most central region of the repair callus (Fig. 9h). In contrast, in *Smo* cKO animals, *Cxcl12* expression was primarily localized to an area adjacent to the cut rib bones with little to no expression in the most central region of the repair callus (Fig. 9h). Together, these data support a model of large-scale rib regeneration where *Shh* activation of periosteal Sox9+ SSPCs through *Smo* ultimately leads to recruitment of *Cxcl12*-expressing cells into the most central portion of the early repair callus to facilitate large-scale regeneration.

A similar but alternative interpretation of our scRNAseq data could be that Hh activation of Sox9+ lineage cells stimulates their differentiation into a *Cxcl12*-high expressing population, as described during bone development^32^. However, in our experiments *Cxcl12*-expressing and Sox9+ lineage cell populations appear quite distinct, as we observed minimal overlap between tdTomato fluorescence and CXCL12 protein expression (Fig. 9i). In addition, a UMAP for tdTomato expression reveals little correlation between where these cells cluster and the cluster of high *Cxcl12*-expressing cells that is missing in the mutant (Fig. 9j). Furthermore, a sub-selection for tdTomato-expressing cells from our scRNAseq data did not express markedly different levels of *Cxcl12* in control and *Smo* cKO conditions (Fig. 9j). Thus, these data support a model where *Cxcl12*-high expressing cells are largely a distinct population from the Sox9+ lineage cells and whose presence during repair is dependent on Hh signaling.

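The reporter was listed as its own feature, and a cell with at least 1 tdTomato UMI was counted as tdTomato-detected. This held for 7 of 1661 control connective-like cells (0.421%, 95% Clopper-Pearson interval 0.170% to 0.866%) and 4 of 978 *Smo* cKO connective-like cells (0.409%, 0.112% to 1.04%). In hematopoietic-like cells, which serve as the background here, 6 of 2349 control cells (0.255%) and 9 of 2624 *Smo* cKO cells (0.343%) had a tdTomato UMI. In CPM, tdTomato was at 1.04 and 1.21 in connective-like cells and at 0.970 and 1.13 in hematopoietic-like cells, so that no signal above the background of free RNA was detectable at this depth. The largest connective-like cluster held 6 of the 7 control and 2 of the 4 *Smo* cKO tdTomato-detected connective-like cells. Among all cells with at least 200 genes, 47 control connective-like cells (0.703%) and 115 *Smo* cKO connective-like cells (2.08%) were tdTomato-detected. The hematopoietic-like background was then 0.288% and 0.425%, in cells of lower depth (medians of 2666 and 3156.5 UMIs against 10828 and 13451). The largest connective-like cluster contained 14 and 20 of the tdTomato-detected connective-like cells. The 2 clusters next in size contained 13 and 38, and 15 and 43. In CPM, tdTomato was at 0.567 in the control and 1.18 in the *Smo* cKO cells of the largest connective-like cluster, and at 0.546 and 1.45 in those of the other connective-like clusters together.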

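In the tdTomato-detected connective-like cells, 4 *Cxcl12* UMIs in the control and 3 in the *Smo* cKO library gave 98.2 and 161 CPM, a log2 ratio of 0.71 with an interval from −2.06 to 3.27, which is too wide to show a difference in either direction. Over the alternatives tried, the ratio lay between −0.70 and 1.98. No connective-like cell that passed the filters had 2 or more tdTomato UMIs. When the cells with over 2000 genes were kept, 114 and 239 UMIs gave 152 and 98.9 CPM, a log2 ratio of −0.62 (interval −0.95 to −0.29). The connective-like cells without a tdTomato UMI were then at 163 and 109 CPM. Within the largest connective-like cluster, the tdTomato-detected cells had 62 and 18 *Cxcl12* UMIs, or 483 and 55.2 CPM, a log2 ratio of −3.13 (interval −3.98 to −2.35). In the other connective-like clusters together, they had 83.9 and 106 CPM, a log2 ratio of 0.33 (interval −0.11 to 0.80). These intervals leave out the spread between cells. In the largest connective-like cluster the UMIs came from 14 control and 20 *Smo* cKO cells, of which 3 and 0 were *Cxcl12*-high.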

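None of the 7 control and 4 *Smo* cKO tdTomato-detected connective-like cells was *Cxcl12*-high, which by the Clopper-Pearson interval allows shares of up to 41.0% and 60.2%. Among all cells with at least 200 genes, 3 of 47 such control cells (6.38%, 1.34% to 17.5%) and 1 of 115 such *Smo* cKO cells (0.870%, 0.0220% to 4.75%) were *Cxcl12*-high. Among connective-like cells without a tdTomato UMI, the shares were 7.11% and 2.44%. From the small overlap of tdTomato fluorescence and CXCL12 protein (Fig. 9i), the different places of the tdTomato and *Cxcl12*-high cells on the UMAP, and the similar *Cxcl12* levels of tdTomato cells in both genotypes (Fig. 9j), the paper proposes a model in which the *Cxcl12*-high cells are mostly separate from the Sox9+ lineage and need Hh signaling to be present during repair.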

## Discussion

Repairing a small vs. large injury may not only necessitate distinct bone healing pathways (direct and/or endochondral) but may also require distinct triggers to initiate these pathways. Our studies provide evidence for *Shh* as a required trigger to initiate a type of repair that creates a bridging callus in the context of a large-scale injury. We were surprised to find *Shh* to be required instead of *Ihh*, as SHH has been traditionally considered a ligand important for embryonic skeletal patterning and discovering a role for SHH in adult skeletal biology was unexpected^33–35^. In addition, it is IHH that has a long-appreciated role in endochondral bone growth^27,36^, and furthermore, our previous work showed that *ihha* rather than *shh* is critical for large-scale regeneration in the zebrafish jaw bone^25^. However, in the context of the mouse rib, *Shh* but not *Ihh* or *Dhh*, is rapidly and broadly upregulated in the first few days following large-scale injury (Fig. 1). Furthermore, genetic deletion of *Shh* prior to injury but not afterward, dramatically impairs regeneration (Figs. 2, 3). It is possible that in mice, *Shh* may be playing a similar role to *ihha* in fish—indicating that the particular type of Hh protein may not matter as much as when and where it is expressed in these divergent species.

So as to prevent the accidental formation of ectopic cartilage or bone, the regulation of these Hh ligand genes in response to injury is likely very tightly controlled, perhaps requiring multiple inputs and/or chromatin alterations. How *Shh* in the mouse and *ihha* in the fish is regulated or how *Shh* is regulated in the murine rib vs. the femur will be a fruitful avenue of future investigation. One approach may be to define regulatory elements that govern *Shh* expression specifically in response to injury and determine if these elements are differentially regulated in femur vs. rib or large-scale vs. small-scale injury. In addition, since *Shh* is an important patterning factor during both limb and rib development^33–35,37^, it is tempting to consider that large-scale regeneration requires the redeployment of a developmental program involving *Shh*, whereas small-scale injuries heal through an independent program of repair that does not mirror developmental history. Whether or not *Shh* expression in large-scale regeneration represents a bona fide reactivation of a developmental program is still to be determined.

Our studies reveal that not only is *Shh* required to initiate large-scale rib repair but may be dedicated to building new skeletal tissue within a specific region of the repair callus. Our observation that *Shh* cKO mice still produce some cartilage adjacent to the cut ends and later converts that cartilage to bone supports a model where the regions near the cut ends repair via endochondral ossification employing a Hh-independent mechanism, whereas repair in the central region of the defect site with a bridging callus, also via endochondral ossification, is indeed *Shh*-dependent. Notably, *Shh* cKO animals fail to form a cartilage callus in the most central region of the injury site, while still producing cartilage immediately adjacent to the cut ends. The undifferentiated central portion of the injury site in *Shh* cKO animals mirrors the domain of *Shh* expression in control animals at 3–5 days post injury, further supporting a link between *Shh* expression in the injury environment and subsequent callus differentiation. Together, these observations support a model of large-scale bone regeneration where repair close to the cut bone ends is *Shh-*independent, whereas repair in the most central region of the injury site is critically dependent on early expression of *Shh* (Fig. 10). Why there would be region-specific requirements for *Shh* remains unclear. Perhaps the cells that occupy different regions of the callus are derived from alternative lineages (i.e., periosteal enriched at the cut ends vs. bone marrow enriched in the central region) and therefore may have different required inputs for successful differentiation. It is also worth noting that the injury environment is not uniform and there may be certain environmental conditions (i.e., vascularization, biomechanics) that create “zones” of the callus with different signaling requirements^38–40^.

**Fig. 10:**
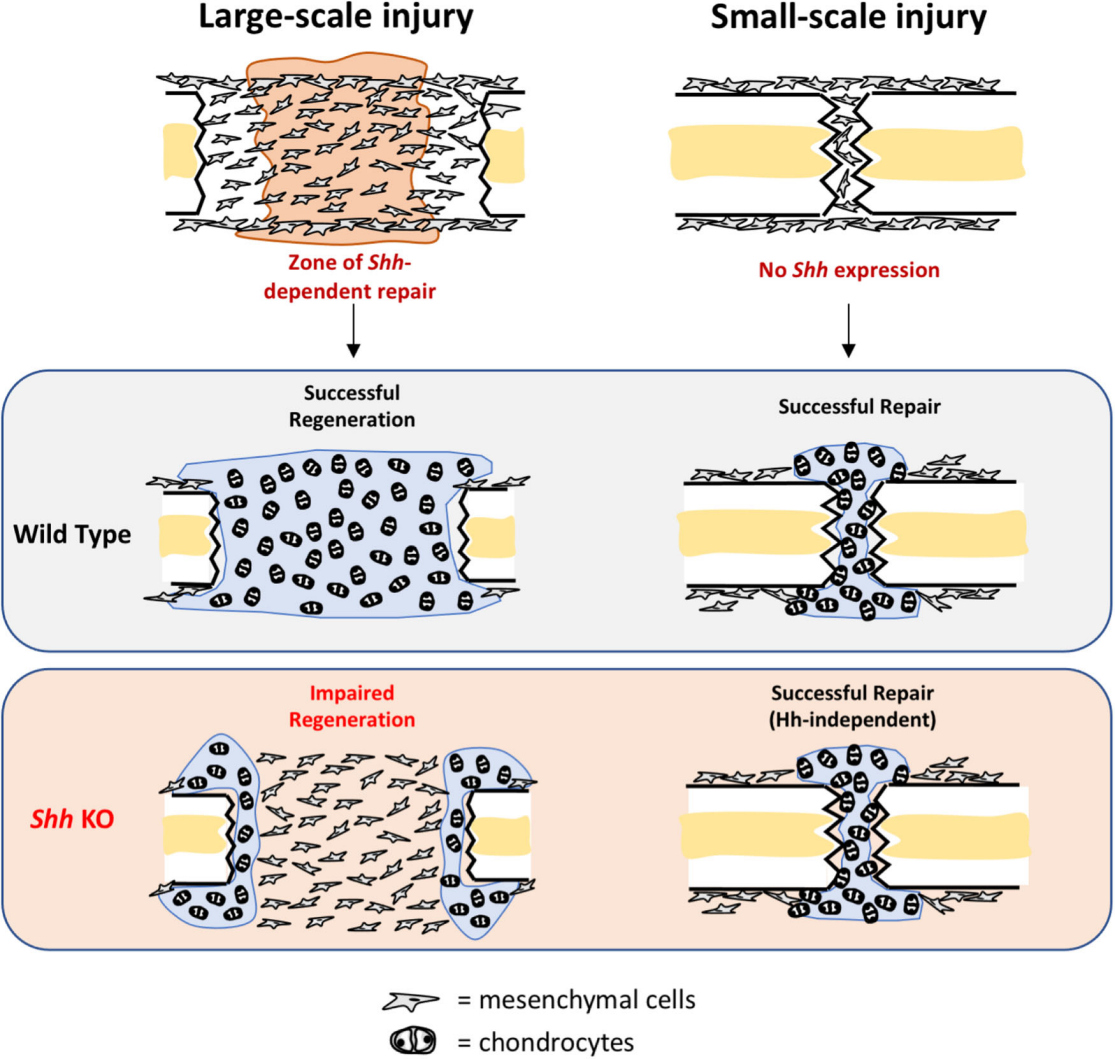
Summary model. In response to large-scale injury in the rib, *Shh* is rapidly and broadly upregulated in *Prrx1*-expressing mesenchymal cells that can be found in the central injury region at 3–5 days post injury (dpi), whereas *Shh* expression is not detectable in response to small-scale injury. In animals where *Shh* is conditionally removed (*Shh* KO), large-scale injuries do not generate cartilage in the central callus area and subsequently do not heal successfully. In contrast, the full repair of small-scale injuries (both in rib and femur) largely does not require Hh signaling. Thus, bone repair is a process that can involve region-specific signaling requirements depending on the injury type and *Shh* is selectively required to build a centrally located bridging callus during large-scale repair.

Intriguingly, a very similar regional requirement for Hh signaling has been observed in regenerating lizard tails. When Hh-inhibiting drugs are applied to lizard injury site after tail amputation, a new long-tail fails to regenerate, yet the terminal vertebra that was injured during amputation successfully repairs through an endochondral pathway that resembles fracture healing^41^. Thus, lizards also exhibit a paradigm where bone healing at the site of injury repairs in a Hh-independent manner, whereas the large-scale regenerative events are indeed Hh-dependent.

The observation that cells located in the region immediately adjacent to the cut bone ends do not generally express high levels of *Shh* has important implications for how SSPC behavior is regulated in response to injury. The most obvious is that a small-scale injury such as a simple fracture does not contain a region of repair tissue distant from the injured bone ends and thus may not express *Shh* at all. Indeed, we are unable to detect *Shh* expression within the first 5 day window following surgical fracture, and global *Shh* cKO in these animals still resulted in complete healing. In addition, loss of *Smo* in the Sox9+ lineage does not prevent small-scale femur fracture repair. These results are consistent with recent work by two groups which revealed that global *Smo* KO and widespread pharmacological inhibition of Hh signaling during fracture repair did not prevent the ultimate union of small-scale injuries^8,31^. One prominent outstanding mystery is which factors or conditions result in *Shh* being expressed following large-scale, but not during small-scale injury. For example, a larger-scale injury may result in more severe hypoxia^42–44^, increased immune response^45^, or an altered mechanical environment which in turn induces *Shh* expression^46–49^. Indeed, biomechanical stability is known to have a major impact on the lineage progression of SSPCs during healing and rigidly stabilize fractures can heal via direct ossification without first building a cartilage callus^50^.

When combined with our observations, these data provide similar lines of evidence in several species and models of skeletal regeneration whereby a Hh ligand initiates repair in a large-scale injury and has a regional role during building a bridging callus. These observations point to a Hh ligand as the critical factor underlying the regeneration of large-scale, but not small-scale injuries. Large- vs. small-scale repair may require different pathways, mechanisms, and regulatory controls. How conserved these paradigms may be in other bones and across other species is yet to be determined.

While our previous work has shown that early Hh signaling is required in Sox9+ lineage SSPCs to build a substantial bridging callus, other cell types may also be responding to Hh signaling during repair. Indeed, our own studies have shown that the receptor *Ptch1* and signaling component *Smo* are also expressed outside the Sox9+ lineage^7^. For example, Hh signaling may have additional roles on endothelial cells to stimulate angiogenesis^51,52^ or may act on cells that are part of the innate or adaptive immune system^53,54^. Whether the activity of SHH on cell types outside of Sox9+ lineage is partially responsible for healing deficiencies in *Shh* cKO animals is still to be determined.

*Shh* appears to be particularly critical during the early stages of regeneration, as genetic deletion of *Shh* 5 days after injury still results in substantial healing (Fig. 3). This is further supported by our observation that deletion of *Smo* at 4 days after injury also results in complete healing (Fig. 4). In certain contexts, Hh signaling has been shown to be required for proliferation in the skeletal system^22^; however, we do not suspect this to be the case during large-scale bone regeneration, since in our previous work, we did not detect changes in proliferation or cell death when *Smo* is removed from Sox9+ lineage SSPCs during repair^7^. These observations, however, do not completely rule out a role for Hh signaling during later stages. For example, *Ihh* has an important role in chondrocytes and is required for their maturation in the growth plate^27^; so it is possible that Hh signaling could still have a role during later stages of regeneration by supporting chondrocyte maturation and differentiation in the repair callus. In addition, there is a growing body of evidence describing non-canonical, SMO-independent Hh signaling transduction (reviewed by Pietrobono et al., 2019^43^), which would allow for Hh ligand activity later during the repair process, even in *Smo* cKO contexts. Although evidence for SMO-independent Hh signaling is primarily observed in diseased contexts^42,43^, it would be interesting to investigate if similar mechanisms may be active during the late stages of normal bone healing.

We have proposed that Sox9+ lineage SSPCs act as “messenger” cells, since loss of *Smo* in this population (around 20% of the callus) also affects the behavior of Sox9-negative cells in the callus^7^. How cells outside the Sox9+ lineage participate in repair is still unclear. For example, SSPCs can be found in the growth plate, periosteum, and bone marrow compartments^14^. One possibility is that periosteal-derived Sox9+ cells, once activated by Hh signaling, facilitate the formation of a large bridging callus by recruiting other cells types to participate in repair. Our scRNAseq data illuminated a population of *Cxcl12*-expressing cells that is reduced in number within the repair callus of *Sox9*:CreER;*Smo*^flox/flox^ animals at 4 dpi. Since *Cxcl12*-expressing and Sox9+ lineage cell populations appear quite distinct (as we observed minimal overlap between the tdTomato and CXCL12 labels) the possibility that Hh activation of periosteal Sox9+ lineage cells stimulates their differentiation into a *Cxcl12*-high expressing population, similar as described during bone development, seems unlikely^32^. Thus, perhaps the role of Sox9+ cells in large-scale repair is to recruit these *Cxcl12*-expressing cells and stimulate their osteochondral differentiation. While *Cxcl12* expression has been observed in a number of cell types, including endothelial cells, periosteum, and cartilage (reviewed in Yellowley 2013^55^), interestingly, recent work from the Ono group has shown that *Cxcl12*-expressing bone marrow stromal cells can adopt an SSPC-like state in response to bone injury and subsequently contribute to cartilage and bone callus formation^13^. Linking this observation with our scRNAseq data suggests that the impaired large-scale healing observed in our models of Hh inhibition, may be due to the failed recruitment of *Cxcl12*-expressing bone marrow cells into the callus to participate in regeneration. The idea that periosteal and BM-derived cells may work in collaboration must be tested more thoroughly in the future, as it implies crosstalk between periosteal and BM-derived SSPCs and the appropriate recombinase mouse lines to investigate these relationships are much needed. Excitingly, the recent emergence of Dre-based genetically modified mice unlocks the possibility of simultaneously lineage tracing multiple cell populations in parallel^56,57^.

In summary, together our data point to a model of skeletal regeneration where *Shh* expression is uniquely required to stimulate cartilage callus formation following large-scale injury. This revelation may inform future therapeutic strategies, especially in circumstances where large-scale regeneration of skeletal elements is required, such as following traffic accidents, combat wounds, and segmental resection due to bone cancer removal.

## Methods

### Mice and animal housing

All procedures were approved by the University of Southern California Institutional Animal Care and Use Committee (Protocol #: 11256, 20639). We used the following mouse lines: *Sox9:*CreER2 (Sox9^tm1(cre/ERT2)Haak^)^58^, *Shh*^*flox/flox*^ (B6;129-*Shh*^*tm2Amc*^/J; JAX 004293), *R26R:*tdTomato (B6;129S6-*Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*^/J; JAX 007905), *Smo*^*flox/flox*^ (*Smo*^*tm2Amc*^/J; JAX 004526), C57BL/6 J (JAX 000664), *Ihh:*LacZ (Ihh^tm1.1Bhum^, MGI:5316284)^26^, Cagg:CreER^(B6.Cg-Tg(CAG-cre/Esr1*)5Amc/J^, JAX 004682). All lines are listed in Table 1. Both male and female mice between 8–12 weeks old were used for experiments. Experimental *Shh* cKO mice crossed with Cagg:CreER carried either *Shh*^*Δ/*flox^ or *Shh*^*flox/flox*^ alleles. We did not detect any difference in outcome in these two genotypes. Control mice were a mix of uninduced and Cre positive, tamoxifen-induced heterozygotes, or tamoxifen treated Cre negative siblings. See each figure legend for details. Tamoxifen was injected intraperitoneally as 100 uL of a 20 mg/ml stock of tamoxifen (Sigma-Aldrich: T5648-1G, dissolved in corn oil at 60 °C for 2 h). When using the *Sox9*:CreER transgene target Sox9+ lineage cells, it is important to avoid targeting the potentially wide range of cells that may turn on *Sox9* in response to injury. To make sure that there is no residual tamoxifen in the animal’s system at the time of injury which would confound the experiment, tamoxifen is administered for several days prior to injury followed by a several-day chase until the injury assay. Since the Cagg:CreER is globally expressed, residual tamoxifen is not a concern and several days of injections leading up to the day of surgery were used to obtain maximum Cre recombination. After the DTR was induced in *Sox9*-expressing cells, using the tamoxifen inducible Cre, cell ablation was performed by injection of diphtheria toxin (1 μg per injection in 100 μl sterile H_2_0) 3 days prior to injury.

**Table 1:** List of reagents used in this study.

Reagent Type	Designation	Source/Reference	Identifiers	Additional Information
Genetic Reagent (M. musculus)	C57BL/6 J	JAX 000664	MGI:3028467	Bl6
Genetic Reagent (M. musculus)	*Sox9*^*tm1(cre/ERT2)Haak*^	Soeda et al., 2010^58^	MGI:	*Sox9:*CreER
			4867441	H Akiyama
Genetic Reagent (M. musculus)	*Smo*^*tm2Amc*^/J	JAX 004526	MGI:2176256	*Smo*^*flox/flox*^
Genetic Reagent (M. musculus)	Ihh^tm1.1Bhum^	Fabian et al., 2012^26^	MGI:5316284	*Ihh*:LacZ
				AP McMahon
Genetic Reagent (M. musculus)	B6.Cg-Tg(CAG-cre/Esr1*)5Amc/J	JAX 004682		Cagg:CreER
Genetic Reagent (M. musculus)	Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^	JAX 007909	MGI:3809523	Ai9
Genetic Reagent (M. musculus)	C57BL/6-*Gt(ROSA)26Sor*^*tm1(HBEGF)Awai*^/J	Jax 007900		*R26:*DTR
Genetic Reagent (M. musculus)	B6;129-*Shh*^*tm2Amc*^/J	JAX 004293	MGI:1934268	*Shh*^*flox/flox*^
				AP McMahon
Antibody	Chicken polyclonal anti-mCherry	Novus Biological	NBP2-25158SS	1:200
Antibody	Rabbit polyclonal Anti-Sdf1(Cxcl12)	Abcam	ab25117	1:200
Antibody	Alexa Fluor 568 goat anti-rabbit	ThermoFisher	A-11011	1:500
Antibody	Alexa Fluor 568 goat anti-chicken	Abcam	ab175477	1:500

The reagents for this study and their sources are indicated.

### Injury assays

The following procedures were performed after inducing anesthesia with 2–4% isoflurane.

To perform rib resections, the surgical area overlying ribs 8–10 was prepared and 2 cm incision made through the skin, underlying muscle, and fat layers. These were held open by retraction (Fine Science Tools, 17004-05). An incision was made through the intercostal muscles overlying the desired section of rib with a 5.0 mm (Fine Science Tools, 10315-12) scalpel and the bone was separated from the muscle with fine tip forceps (Dumox #55). To create a resection while retaining the periosteum in the animal, the periosteum was incised along the length of rib with a 5.0 mm scalpel and separated from the underlying bone laterally with a fine tip forceps. To make a 3.0 mm resection, a cross-section was made through the bone at one end with fine micro-scissors (Fine Science Tools, 15000-04) and the bone was then lifted out of the periosteum and cut at the other end, 3 mm away. To close, the intercostal muscles were sutured over the top with 9–0 sutures (Ethicon, 2819G). The retractor was removed, and the overlying muscle and fat was also sutured with 9–0 sutures, followed by closing the skin with 7–0 sutures (Ethicon, 8700H). The incision was then secured with suture adhesive (Abbot, 32046–01)^6,7^. Surgical fractures were performed under identical opening conditions except that the rib bone was simply cut all the way through with surgical scissors in lieu of resecting a 3 mm segment. Post-operative pain was managed with subcutaneous buprenorphine SR (ZooPharm) at a dose of 0.5 uL/gram body weight.

To perform femur fractures, left hind limbs were prepared with a surgical field and a 3 mm incision was made medial to the patellar tendon^59^. The patella was dislocated laterally, and the femoral condyles exposed. A small hole was then drilled into the trochlear groove and a 26-gauge needle was inserted in retrograde fashion into the femoral intramedullary canal, stopping at the greater trochanter. The dislocated patella was reduced and sutured closed. Using a modified Bonnarens & Einhorn’s fracture apparatus^60^, a closed, mid-diaphyseal femoral fracture was then created. Radiographic images of the fractured femora were obtained immediately to verify production of a transverse, mid-diaphyseal fracture. Post-operative pain was managed with buprenorphine SR (ZooPharm) at a dose of 0.5 uL/gram body weight antibiotics through the drinking water for 5 days. The animals were allowed to bear weight immediately and to eat and drink ad libitum.

### Histology tissue processing

For paraffin embedded samples: Skeletal tissue along with the adjacent muscle and connective tissues was fixed with 4% PFA overnight at 4 °C, decalcified with 20% ETDA at pH 7.5 for 10–14 days, and then processed for paraffin embedding. A microtome (Shandon Finesse Me+: 77500102) was used to cut paraffin sections 8 microns thick. The sections were mounted on Superfrost Plus slides (VWR, 48311-703).

For cryo-embedded samples: Skeletal tissue along with the adjacent muscle and connective tissues was fixed in 4% PFA at room temperature for 30 min and placed in 30% sucrose overnight at 4 °C. The samples were embedded in OCT and flash frozen in an EtOH dry ice bath. 10 µM thick sections were cut using a Leica CM3050 S cryostat. Tape (cryofilm type 3 C(16UF) C-FUF303) was used to preserve the histology of the bone^61,62^. OCT was removed with a 1xPBS wash before mounting.

Hematoxylin and eosin (H&E), Safranin-O, and Xgal staining was carried out using standard protocols. Whole-mount samples were fixed in 95% EtOH overnight at 4 °C and alizarin red and alcian blue staining was performed as using a standard protocol^63^.

### Regeneration scoring

Regeneration success of each animal was scored using a semi-quantitative method as either poor, moderate, or good, based on a rubric that considers histological features similar to previously published (Table 2)^64^. “Poor” was judged unlikely to heal, a “Moderate” score indicated uncertainty in healing outcome, while “Good” was judged likely to exhibit successful regeneration. Samples were de-identified and each animal was scored by two judges. Animals from all time points are pooled together by genotype for graphical representation. If an animal was scored differently by the two judges, it was settled by a third judge.

**Table 2:** Rubric for qualitative scoring of healing.

	Poor	Moderate	Good
10 or 14 dpi	Minimal/no cartilage, and if cartilage does exist, it is located near cut ends and does not fill resection gap	Moderate cartilage production, incomplete bridging, appears unclear if injury will fully heal at extended time points	Substantial and thick cartilage production bridging the injury site
28 dpi	Little bone production. Injured bone end remains very disconnected	Moderate bone production. Some cartilage may still be present. Cuts end are not completely bridged, but appears full thickness healing is still possible	Injury site fully connected with thick newly generate bone

A rubric was used to define healing as Poor, Moderate, or Good.

### Quantification of skeletal repair

Skeletal repair could also be quantified to determine the degree of healing. Using a combination of H&E and Safranin-O stained histological sections, the amount of skeletal tissue as a percentage of total callus area, was quantified in ImageJ. In brief, using a mid-sagittal section, the total callus area (bounded by intercostal muscles and the resection sites) was defined as a region of interest. Within this region, cartilage area was identified by Safranin-O staining and bone was identified by trabecular structures vested with bone marrow. These areas were then measured and represented as a percentage of the total callus area. Animals at time points ranging from 7 to 28 dpi were pooled for graphical representation. For box and whiskers plots, the box represents the interquartile range and the horizontal line through the box represents the median. Whiskers extend to the maximum and minimum value. The data for each experiment was analyzed separately with a linear regression model comparing data from each genotype to the reference genotype for that experiment using the formula @formula(percentage ~ geno) where ‘percentage’ represents the percentage of the callus occupied by skeletal tissue and ‘geno’ is a categorical variable describing the genotype. The results and P values were calculated in Julia using a GLM.jl package.

### RNA in situ hybridization

Fluorescent RNA in situ hybridization (RNA-ISH) was performed on 8 µm paraffin sections. Following dewaxing in Xylene, and rehydration through an EtOH series, the tissue was permeabilized with Proteinase K (3.75ug/ 100 mls) and 1xPBS 0.1% Tween. Complementary DIG or FL labeled RNA probes were generated following kit instructions (Sigma-Aldrich: 11277073910 and 11685619910). After pre-hybridization for 1 h, probes (5 ng/ul in hybridization buffer) were overlayed on the sections overnight at 68 degrees followed by denaturing washes. Antigen blocking (0.5% Blocking buffer, Perkin Elmer) was then followed by antibody incubation using Anti-Digoxigenin-POD (Sigma-Aldrich: 11207733910) or Anti-Fluorescein-POD (Sigma-Aldrich: 11426346910) antibodies. Color detection was performed with TSA PLUS fluorescein or Cy3 (Akoya Biosciences, NEL753001KT). Slides with fluorescence were mounted with Vectashield with DAPI (Vector Laboratories: H1200) and were imaged with a Nikon AZ100 Macroscope and digital camera (Nikon Digital sight DS-Fi1). Fluorescent images were edited for contrast and color levels in Adobe Photoshop CS5.

Probes were made by RNA-transcription from plasmids containing 500–1000 bp gene fragments. The sequences used are listed in Table 3.

**Table 3:** Probes for RNA in situ hybridization.

Gene and ID	Nucleotides	Sequence ID	Citation
*Shh (Gene ID: 20423)*	300–942	NM 009170.3	Echelard et al.,1993^64^
*Ihh (Gene ID: 16147)*	1110–1684	NM 010544.3	Iwasaki et al.,1997^65^
*Dhh (Gene ID: 13363)*	263–1208	NM 007857.5	Bitgood and McMahon,1995^23^
*Prrx1* (*Gene ID: 18933)*	2486–2987	NM 001025570.1	Parrilla et al., 2016^66^

The sequences used to generate probes used in this study are indicated.

### Immunofluorescence

Antibody staining was performed on paraffin sections^7^. Paraffin sections, 8 µm, were dewaxed for 60 min in Citrisolv, rehydrated through and EtOH series, and permeabilized with 0.1% Triton-X prior to antigen retrieval with 10 mM sodium citrate, 0.05% Tween 20, pH of 6.0 in a 95 °C water bath for 30 min. After blocking with goat serum, antibody incubation was performed overnight at 4 °C. Primary antibodies used were anti-CXCL12, (Abcam: ab25117, 1:200); anti-mCHERRY, (Novus Biological: NBP2-25158SS, 1:200). After a series of washes to remove non-specific binding of the primary antibody, samples were incubated in secondary antibodies (Alexa Fluor 568 goat anti-chicken (Abcam: ab175477, 1:500), Alexa Fluor 568 goat anti-rabbit (ThermoFisher: A-11011, 1:500)). All antibodies used are listed in Table 1.

### scRNAseq preparation and analysis

Repair calluses were dissected from control (*Sox9*:CreER;*R26*:tdT;*Smo*^*flox/+*^) and *Sox9*:CreER;*R26*:tdT;*Smo*^*flox/flox*^ mice at 4 dpi. Care was taken to excise repair callus leaving the majority of adjacent skeletal muscle behind. Calluses were digested at 37 °C for 60 min on a shaker at 50 rpm in digest buffer (3 mg/mL Collagenase II (Worthington: LS004176), 1 U/mL Dispase (Corning: #354235), in α-MEM (STEMCELL Technologies: #36453)). Cells were then filtered through 40 micron filter tips (Sigma: BAH136800040), spun at 300 g for 5 min, and resuspended for dead cell removal using the Dead Cell Removal Kit (Miltenyi Biotec: #130-090-101). Cells were then resuspended in 1xPBS for loading into the 10x Chromium platform. Six calluses were dissected, digested, and pooled by genotype (3 animals for each genotype) for generation of single-cell libraries. Libraries were sequenced on an Illumina NextSeq machine.

Reads were aligned to the mm10 genome using 10x Genomics’ Cell Ranger pipeline (v3.0.2) with default parameters. Cell Ranger outputs were used for downstream analysis in Seurat (v4.05). QC, clustering, and analysis was performed using the code shown in Supplementary Methods. Cells with <200 or >2000 unique genes were excluded from analysis as they may represent poor quality cells or doublets. Cells with >10% of total reads mapping to mitochondrial genes (defined as any gene beginning with “Mt-”) were also excluded from downstream analysis. Clustering was done using Louvain method at resolution of 0.4. We used UMAP dimensional reduction to visualize clusters and Wilcoxon Ran Sum test to identify differentially expressed genes. Datasets from this analysis can be found at GEO GSE196060.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

REPORTING SUMMARY

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository, Accession #: GSE196060.

How the deposited data were processed for this re-analysis (not part of the article)

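Single-cell RNA sequencing of the 4 dpi rib callus is the experiment analyzed here, with 1 control library (*Sox9*:CreER;*R26*:tdTomato;*Smo* flox/+) and 1 *Smo* cKO library (*Sox9*:CreER;*R26*:tdTomato;*Smo* flox/flox). The animals received 3 tamoxifen injections, on day −7 to day −5, and a resection of 3 mm. The paper states that the calluses were pooled by genotype, with 3 animals for each. The staining, imaging and scoring experiments of the paper were not analyzed here.

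The authors aligned the reads to mm10 with Cell Ranger 3.0.2 at default parameters, and the deposited matrices hold raw UMI counts for each gene and each barcode that Cell Ranger called as a cell, without normalization. Every value is a whole number, and each barcode has at least 500 UMIs, up to 65029 in the control and 83845 in the *Smo* cKO library. The feature list holds 31054 entries, with tdTomato among them. Coordinates are on GRCm38 and come from GENCODE vM21, to which 31011 of the features were matched.

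Cells were filtered as the methods state, at 200 to 2000 detected genes and at most 10% of UMIs on mitochondrial genes. The methods define these as genes beginning with "Mt-". No symbol in the feature list begins so, and the 13 symbols that begin with "mt-" were used. The paper's text does not name the normalization, the number of variable genes or PCs, or whether the libraries were integrated, and refers to Supplementary Methods for the code. In the main analysis the libraries were merged without integration, genes found in at least 3 cells were kept, and counts were divided by the UMIs of the cell, multiplied by 10000 and taken as ln(1 + x). The 2000 most variable genes were reduced to 30 PCs, a graph of 20 neighbors was made, and Louvain clustering was run at resolution 0.4. The 9 genes named by the paper were kept out of the variable genes, so that clusters do not rest on the genes compared. This used Seurat 5.3.0 in R 4.3.3. All other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

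Clusters were named from marker lists. A marker counted where it was found in at least 10% of the cells of a cluster and was at least 1.5-fold above the mean of the other clusters, with 10 CPM added to each side, and a name needed at least 3 such markers and went to the class with the largest share of its list. 1 listed marker is missing from the feature list. The marker lists were fixed before the data were examined, as were the comparisons, the genes to name and the alternatives, except where the text says otherwise. The scoring rule for the names was set afterwards. Connective-like cells are the clusters named connective, tenocyte, chondrocyte or osteoblast, and hematopoietic-like cells are those named macrophage or monocyte, neutrophil, dendritic, T or NK, B, mast or basophil, osteoclast or erythroid.

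For a class or cluster, UMIs were summed over its cells in each library and divided by the total UMIs of those cells to give CPM, the usual scale of UMIs relative to depth. The log2 ratio is the *Smo* cKO value over the control value, with the exact interval for a ratio of 2 Poisson counts. Shares of cells have exact Clopper-Pearson intervals, and differences of shares have Newcombe intervals. Differences in CPM have normal intervals from the UMI counts. Cells were thinned to 1000 UMIs by drawing without replacement. With a count of 0, the limit given is that of 3 counts. Since cells of 1 library are not replicates, no p-value was computed and no test compares the genotypes. *Xist* alone was detected in 79.2% of the kept control cells and 79.7% of the kept *Smo* cKO cells, with 0 and 1 UMIs of 4 Y-linked genes, so that neither library could be split by sex.

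The genes named in the text are those that the paper names in its text on Hh signaling and on the scRNAseq, the other Hh pathway genes, the *Cxcl12* receptors, lists of 6 marrow stromal and 6 adventitial fibroblast genes, and the 5 genes with the highest and the 5 with the lowest ratio in connective-like cells at 50 CPM or more, leaving out sex, mitochondrial, ribosomal protein, hemoglobin and immunoglobulin genes. A list of interferon-stimulated genes, of which 19 are in the feature list, was written after the high ratio of *Isg15* was seen and before these genes were looked at. A list's median ratio was placed among 10000 random lists of the same size matched on mean CPM. A summed value of Hh response genes is not reported here. The rule for genes changed at least 2-fold was tested on simulated counts for connective-like cells, drawn from the control means at the depths of both libraries with 200 genes changed 4-fold. Of the 200 changed genes, 199 (99.5%) were among the 2237 genes that reached 50 CPM and all 199 were found, while none of the 2038 unchanged genes was. The planted change was well above the 2-fold rule, and the draws carried no spread between animals or pools. The outcome therefore does not tell how many genes would pass from a difference between pools.

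The alternatives were no upper gene limit or a limit of 6000 genes, no mitochondrial filter, the paper-named genes kept among the variable genes, resolutions of 0.2 and 0.8, reciprocal PCA integration, 15 PCs, a per-cell rule for connective cells (*Col1a1*, *Col1a2* and *Col3a1* at 1% of UMIs or more, with no UMI of *Ptprc*, *Pecam1*, *Cdh5* or *Des*), thinning to 2000 UMIs or none, detection at 2 UMIs, *Cxcl12*-high levels of 1.5 and 2.5, at least 2 tdTomato UMIs, and for the gene counts a mean over cells, a minimum of 10 CPM and scaling by the median gene ratio. Doublet scores were computed with Scrublet in scanpy 1.11.5. Scrublet's automatic threshold marked 1 cell per library, so cells with the highest 8% of scores were left out instead, a choice made after seeing the data.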

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

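Each of these signals is in genes or cells that the paper does not discuss. The tests on free RNA as the source of the interferon genes, on carry-over of blood, on a difference of the pooled animals and on reads shared between ribosomal protein copies were chosen only after the result was seen.

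Interferon-stimulated genes together had a higher CPM in the *Smo* cKO library in each of the 8 classes examined. In connective-like cells, the 19 listed genes together rose from 79.2 to 156 CPM, a log2 ratio of 0.98 (95% counting interval 0.80 to 1.16), and all 19 had a higher CPM. The median log2 ratio of the list was lowest in connective-like cells, at 0.99, which was above all 10000 random lists, as it was in the macrophage or monocyte, dendritic, osteoclast and muscle classes. It was above 99.2% of the random lists in endothelial-like cells and 98.4% in T or NK cells. In neutrophil-like cells, with 33 and 89 UMIs of the list, the median of 1.97 was above 96.4% of random lists and 1.97 was also the upper bound of the central 95% of them, so an interferon response in every class, rather than a rise of a few genes, is not settled by these counts. *Isg15*, which drew attention to the list and is not in it, rose from 22.2 to 115 CPM in connective-like cells (log2 ratio 2.37, interval 2.10 to 2.66), and from 12.7 to 163 CPM with no upper gene limit (log2 ratio 3.68). Free RNA from a single responding cell type would add a like number of UMIs to the cells of all other classes. With each class in turn taken as the responding one and left out, the excess in UMIs per cell still differed at least 3.88-fold among the others, and in CPM at least 3.81-fold, in each case beyond counting error. The excess was 0.901 UMIs per cell (0.813 to 0.989) in macrophage or monocyte, 1.02 (0.660 to 1.37) in endothelial-like and 0.261 (0.210 to 0.312) in connective-like cells, which argues against that explanation. A shift of the scaling is argued against by the median gene, whose log2 ratio in connective-like cells was 0.12. An infection or a difference in preparation of the pooled animals stays open and cannot be told apart from the deletion of *Smo*, because there is 1 library per genotype.

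With no upper gene limit, 1 connective-like cluster held 121 *Smo* cKO cells and none of the 6681 control connective-like cells, which allows a control share of up to 0.0449%. More than 2000 genes were detected in 114 of these cells, so the filter of the methods removes most of them. *Serpinb2*, *Dlk1*, *Nov*, *Ly6c1* and *Ly6a* were the genes that most set the cluster apart, and it was also found with a limit of 6000 genes (119 cells) and with the highest Scrublet scores left out (110 cells). No excess of likely doublets was seen. Of its cells, 7.44% (95% Clopper-Pearson interval 3.46% to 13.7%) were among the highest Scrublet scores, against 9.38% of the other *Smo* cKO connective-like cells. The interval covers the latter share, and Scrublet's automatic threshold marked only 1 cell per library, so doublets are not excluded. The interferon list was at 155 CPM in the cluster and 131 CPM in the other *Smo* cKO connective-like cells, a log2 ratio of 0.24 (interval 0.08 to 0.41), so a part for the interferon response is left open. Whether these cells come from 1 of the 3 pooled animals, or from the deletion of *Smo*, was not tested. With no mitochondrial filter, another connective-like cluster, with *Kdelr2*, *Slc39a1* and *Pam* among its top genes, held 5 control and 186 *Smo* cKO cells. With no upper gene limit, a connective-like cluster that also had these among its top genes held 116 control and 311 *Smo* cKO cells.

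Erythroid-like cells were 2.10% of the kept *Smo* cKO cells (81 cells) and 0.213% of the kept control cells (9 cells), a ratio of 9.85 with a counting interval from 4.94 to 22.3. Blood or marrow carried over at dissection would bring neutrophils as well. Neutrophil-like cells rose less, by a ratio of 1.32 (interval 1.03 to 1.69), but neutrophils are also drawn to an injury by other routes, so carry-over is not excluded and cannot be told apart from an effect of genotype. B cells, with 13 control and 47 *Smo* cKO cells, had a ratio of 3.96 (interval 2.11 to 7.97). With no upper gene limit, the cluster named B held 113 control and 124 *Smo* cKO cells (1.12% and 1.30%), but *Elane* and *Prtn3* were among its top genes, so that it groups other cells as well. Erythroid-like cells were then 0.0994% of the control and 0.873% of the *Smo* cKO cells.

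*Rpl29* rose from 169 to 733 CPM in connective-like cells, a log2 ratio of 2.11 (interval 2.01 to 2.22), and by log2 ratios from 1.45 to 3.12 across the 8 classes. *Gm10036*, a ribosomal protein pseudogene, rose by 1.59 in connective-like cells. The other 78 ribosomal protein genes at 50 CPM or more in connective-like cells had a median log2 ratio of −0.30 and ranged from −0.60 to 0.35. The other ribosomal protein genes were compared in connective-like cells only. The rise of these 2 genes apart from them there may come from reads shared between near-identical copies or from a strain variant in them that differs between the pools. The sequences were not analyzed here, and an effect of genotype was not tested.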

How the results depend on the processing

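The alternatives that leave out the cells with the highest Scrublet scores were chosen after seeing the data. The 2 alternatives with Scrublet's automatic threshold were not run as such, because that threshold marked 1 cell per library, and the alternative with 2 tdTomato UMIs gave no value, since no connective-like cell that passed the filters reached it. No paired analysis was possible because there is 1 library per genotype.

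The lower *Cxcl12* value in *Smo* cKO connective-like cells kept its direction under all 11 alternatives, with log2 ratios from −1.72 to −0.59. It lay outside the counting interval of the main value in 3 of them, at −0.59 with no upper gene limit, with a limit of 6000 genes, and with no limit and the highest Scrublet scores left out. In the largest connective-like cluster the log2 ratio kept its direction under all 10 alternatives and moved out of the interval only with 15 PCs, to −0.82, where that cluster held 19.4% of the control *Cxcl12*-high cells in place of 84.2%. The difference in the share of cells with *Cxcl12* detected stayed negative under 14 alternatives. It was −4.15 percentage points with no upper limit, −4.03 with a limit of 6000 genes and −4.46 with no limit and the highest Scrublet scores left out. Less thinning made it larger, at −14.1 with 2000 UMIs, −15.4 with no thinning and −14.4 for at least 2 UMIs without thinning. The difference in *Cxcl12*-high cells was −4.70, −4.73 and −4.87 percentage points under the same 3 changes of the gene limit and −12.0 at a level of 1.5, and stayed negative under all 13. Cells above the gene limit thus lower the size of the *Cxcl12* difference over all connective-like cells. The direction of the difference is the same without them.

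The share of the largest connective-like cluster among connective-like cells was the least stable value. From −23.3 percentage points it changed sign, to 31.8 with 15 PCs and to 3.32 at resolution 0.2, where the interval (−0.092 to 6.64) covers both signs. It was −12.8 with no upper limit, −15.1 with a limit of 6000 genes, −10.2 with no mitochondrial filter, −14.8 with the highest Scrublet scores left out, −15.3 with these left out and no upper limit, −17.7 with the paper-named genes among the variable genes and −17.4 after integration. At resolution 0.8 it was −21.1, within the counting interval. These alternatives regroup the cells or change which cells are grouped. With 15 PCs the largest connective-like cluster held 19.4% of the control *Cxcl12*-high cells in place of 84.2%. Its opposite sign therefore does not describe the same cells. At resolution 0.2 the connective-like cells formed 2 clusters in place of 3. The largest held 1231 control and 756 *Smo* cKO cells. That is about as many as the main clusters with *Ptx3* (1024 and 375) and with *Col11a1* (208 and 381) among their top genes held together. Membership was not compared cell by cell, and beyond these counts the cause was not tested.

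The count of 92 genes changed at least 2-fold in connective-like cells fell to 23 with no upper limit, 23 with a limit of 6000 genes and 23 with no limit and the highest Scrublet scores left out. It was 40 for the mean over cells. It rose to 331 at a minimum of 10 CPM, where 7307 genes were compared. Scaling by the median gene ratio gave 78. The excess of same-library neighbors in connective-like over hematopoietic-like cells was 0.89 percentage points, and 8.53, 8.40 and 8.37 under the 3 changes of the gene limit and 5.84 after integration, and the cause was not tested. With 15 PCs it was −1.11. The number of clusters stayed between 13 and 19, and no alternative showed male cells. The *Cxcl12* ratio in tdTomato-detected cells took both signs, between −0.70 and 1.98, always inside the wide interval of the main value, which rests on 7 and 4 cells.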

Differences from the paper's values

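Fig. 9 numbers the clusters from 0 and places Cluster 0 among the connective cells, and by Seurat's numbering cluster 0 is the largest. With the filter of the methods, and mitochondrial genes taken as those beginning with "mt-", the largest cluster here was of the macrophage or monocyte class, with 1674 cells, and the largest connective-like cluster had 1399 cells. The methods print the prefix as "Mt-", which matches no symbol in the feature list and so would remove no cell. That literal reading is the same as no mitochondrial filter, under which the largest cluster was connective-like, with 2106 cells, as in the figure. Among the alternatives set before the data were examined, the largest cluster was a connective-like one with no upper gene limit (4251 cells), with a limit of 6000 genes, and with no mitochondrial filter. It was also connective-like with no upper limit and the highest Scrublet scores left out, an alternative chosen after seeing the values. Under the other alternatives it was not.

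The paper describes *Cxcl12* levels of tdTomato cells as much alike in both genotypes. With the filter of the methods, the log2 ratio in tdTomato-detected connective-like cells was 0.71, with an interval from −2.06 to 3.27. With no upper gene limit it was −0.62, with an interval from −0.95 to −0.29, close to the −0.59 of all connective-like cells, and in the largest connective-like cluster alone it was −3.13, from 14 control and 20 *Smo* cKO cells with 62 and 18 UMIs. In the other connective-like clusters, which held 33 and 95 of the tdTomato-detected cells, it was 0.33, with an interval from −0.11 to 0.80. All of these intervals leave out the spread between cells. In the largest cluster 3 of the 14 control and 0 of the 20 *Smo* cKO cells were *Cxcl12*-high. A difference from the paper's description is therefore not settled by these values. tdTomato itself was not detectably above its level in hematopoietic-like cells over both libraries, so that these cells are not known to carry the reporter.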

Other observations

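The tests on free RNA, on a chromosome 6 allele, on cluster shares at fixed composition, on the gene limit, on marrow stromal genes, on tdTomato and on *Shh* were chosen only after the result was seen. The reading of the interferon test within the *Smo* cKO library was made more cautious after its value was seen.

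Several technical explanations of the lower *Cxcl12* level in *Smo* cKO connective-like cells were examined. Lower depth is argued against, as the share of cells with *Cxcl12* detected differed by −10.4 percentage points (interval −13.5 to −7.25) after all cells were thinned to the same depth. The upper gene limit is argued against as the whole cause, since without it this difference was smaller but still −4.15 (interval −5.29 to −2.99). Less free RNA in the *Smo* cKO library would lower *Cxcl12* by a like amount in every class, but it changed by −3.29 CPM in hematopoietic-like cells and −257 CPM in connective-like cells. *Cxcl12*, *Smo* and the *R26* locus share chromosome 6, so an allele carried along with a targeted locus was considered. An allele that lowers *Cxcl12* in every cell type is argued against by a connective-like cluster whose log2 ratio was −0.10 (interval −0.50 to 0.30), apart from the −1.63 of the largest one. With no upper limit, however, muscle-like, endothelial-like and hematopoietic-like cells also had lower *Cxcl12*, with log2 ratios of −0.87, −0.56 and −0.55. With the filter of the methods these classes were at −0.33 (interval −1.98 to 1.37), 0.72 (interval −0.17 to 1.65) and −0.44 (interval −0.91 to 0.04), so no fall was detectable. The hematopoietic-like level was also taken as the background of free RNA. An allele that acts in some cell types stays open. A change in the shares of these connective-like clusters alone is argued against, because with the shares held at those of the control the log2 ratio was −1.51, against −1.65. With no upper limit it was −0.60, against −0.59. Only shares of whole clusters were held, in 1 grouping for each gene limit. A loss of *Cxcl12*-high cells within a cluster is therefore not told apart from a lower level per cell. The interferon response of the *Smo* cKO library stays open. Within that library, cells of the largest connective-like cluster with more interferon UMIs had a higher, not lower, *Cxcl12* level (log2 ratio 0.33, interval −0.04 to 0.71, and 0.35, interval 0.22 to 0.48, with no upper limit), which goes against a fall of *Cxcl12* with the response among these cells, but all its cells came from the same pool and share their exposure, so the response cannot be told apart from the genotype. An effect of the *Smo* deletion stays among the open explanations, untested for want of replicates.

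The paper raises recruitment from the bone marrow as a possible origin of the *Cxcl12*-high cells, and the marrow stromal and adventitial fibroblast lists, which share no gene, were compared between *Cxcl12*-high and other control connective-like cells. With the filter of the methods, the median log2 ratio of the marrow stromal genes was 0.065, above 70.5% of random lists, and that of the adventitial genes was −0.35, above 7.87%. With no upper limit, both lists were raised, with medians of 0.62 and 0.79 above 99.7% and 99.99% of random lists. All 12 genes had UMIs in the connective-like cells, the most abundant of the marrow stromal list being *Foxc1* (33.1 CPM in *Cxcl12*-high and 27.4 CPM in other cells) and that of the adventitial list *Gfpt2* (308 and 289 CPM). Marrow stromal cells can therefore not be told apart from adventitial fibroblasts as the source by these lists, because neither list stood out from the random lists with the filter of the methods and both did without the upper limit. *Adipoq* was at 14.2 CPM in *Cxcl12*-high and 2.12 CPM in other control connective-like cells (15 and 12 UMIs), and without the upper limit at 8.10 and 0.788 CPM (32 and 64 UMIs). *Lepr*, of the same list, went the other way, at 0.946 and 2.48 CPM (1 and 14 UMIs). Without the upper limit *Lepr* was at 1.77 and 3.90 CPM (7 and 317 UMIs). Of the 6 marrow stromal genes, 3 were higher in *Cxcl12*-high cells, and 4 without the upper limit. *Adipoq* had 27 UMIs in all control connective-like cells, from only 0.241% of them, and 0 in the *Smo* cKO. With no upper limit it had 96 and 8 UMIs, a log2 ratio of −3.56 (interval −4.81 to −2.52). *Lepr* had 15 control and 21 *Smo* cKO UMIs with the filter of the methods, a log2 ratio of 1.51 (interval 0.48 to 2.57), and with no upper limit 324 and 329 UMIs, a log2 ratio of 0.05 (interval −0.18 to 0.27).

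With no upper gene limit, tdTomato was at 0.971 CPM in connective-like and 0.877 CPM in hematopoietic-like cells of both libraries together, a log2 ratio of 0.15 (interval −0.51 to 0.88). *Sox9* and *Prrx1* differed between the same cells by log2 ratios of 3.16 and 3.57. Free reporter RNA would add a like number of UMIs to each cell and so give like shares of tdTomato-detected cells. In the *Smo* cKO library these shares were 2.08% and 0.425%, which argues against free RNA alone there. The control shares, 0.703% and 0.288%, went the same way with overlapping intervals. Stray reads that follow the depth of a cell may still account for much of the tdTomato signal. Connective-like cells were deeper, at medians of 10828 and 13451 UMIs against 2666 and 3156.5. Between the libraries, tdTomato was higher in the *Smo* cKO in connective-like cells, by a log2 ratio of 1.34 (interval 0.84 to 1.86), and also in muscle-like cells, with 3 control and 22 *Smo* cKO UMIs, by 2.05 (interval 0.32 to 4.44), and no cause of that was tested. Cells without a tdTomato UMI are thus not shown to lie outside the Sox9+ lineage.

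No UMI of *Shh* was found among the 21259 cells of both libraries, which allows up to 0.0285 CPM in the control and 0.0266 CPM in the *Smo* cKO library. *Ihh* had 1 and 5 UMIs and *Dhh* 11 and 20. A level of *Shh* under this limit cannot be told apart from none, as it would give hardly any UMI at this depth. By RNA in situ hybridization, the paper describes strong *Shh* in the central resection gap before and after 4 dpi. It found nearly all *Shh*-expressing cells to express *Prrx1*. Here *Prrx1* was detected in 82.1% of control and 84.7% of *Smo* cKO connective-like cells with no upper limit. The lack of any *Shh* UMI thus differs from the paper's staining, and no cause of that was tested.

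The receptors of *Cxcl12* had the following values. *Cxcr4* in hematopoietic-like cells was at 177 CPM in the control and 138 CPM in the *Smo* cKO library, a log2 ratio of −0.36 (interval −0.48 to −0.24). *Ackr3* in connective-like cells was at 39.3 and 26.0 CPM, a log2 ratio of −0.60 (interval −0.97 to −0.24), and with no upper limit at −0.37 (interval −0.45 to −0.28).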
